# Tumor-immune profiling of CT-26 and Colon 26 syngeneic mouse models reveals mechanism of anti-PD-1 response

**DOI:** 10.1186/s12885-021-08974-3

**Published:** 2021-11-13

**Authors:** Yosuke Sato, Yu Fu, Hong Liu, Min Young Lee, Michael H. Shaw

**Keywords:** Immune checkpoint blockade, Anti-PD-1, Syngeneic model, CT-26, Colon 26, Anti-tumor activity, Wnt

## Abstract

**Background:**

Immune checkpoint blockade (ICB) therapies have changed the paradigm of cancer therapies. However, anti-tumor response of the ICB is insufficient for many patients and limited to specific tumor types. Despite many preclinical and clinical studies to understand the mechanism of anti-tumor efficacy of ICB, the mechanism is not completely understood. Harnessing preclinical tumor models is one way to understand the mechanism of treatment response.

**Methods:**

In order to delineate the mechanisms of anti-tumor activity of ICB in preclinical syngeneic tumor models, we selected two syngeneic murine colorectal cancer models based on in vivo screening for sensitivity with anti-PD-1 therapy. We performed tumor-immune profiling of the two models to identify the potential mechanism for anti-PD-1 response.

**Results:**

We performed in vivo screening for anti-PD-1 therapy across 23 syngeneic tumor models and found that CT-26 and Colon 26, which are murine colorectal carcinoma derived from BALB/c mice, showed different sensitivity to anti-PD-1. CT-26 tumor mice were more sensitive to the anti-PD-1 antibody than Colon 26, while both models show similarly sensitivity to anti-CTLA4 antibody. Immune-profiling showed that CT-26 tumor tissue was infiltrated with more immune cells than Colon 26. Genomic/transcriptomic analyses highlighted thatWnt pathway was one of the potential differences between CT-26 and Colon 26, showing Wnt activity was higher in Colon 26 than CT-26. .

**Conclusions:**

CT-26 and Colon 26 syngeneic tumor models showed different sensitivity to anti-PD-1 therapy, although both tumor cells are murine colorectal carcinoma cell lines from BALB/c strain. By characterizing the mouse cells lines and tumor-immune context in the tumor tissues with comprehensive analysis approaches, we found that CT-26 showed “hot tumor” profile with more infiltrated immune cells than Colon 26. Further pathway analyses enable us to propose a hypothesis that Wnt pathway could be one of the major factors to differentiate CT-26 from Colon 26 model and link to anti-PD-1 response. Our approach to focus on preclinical tumor models with similar genetic background but different sensitivity to anti-PD-1 therapy would contribute to illustrating the potential mechanism of anti-PD-1 response and to generating a novel concept to synergize current anti-PD-1 therapies for cancer patients.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-021-08974-3.

## Background

Cancer immunotherapy, with the recent focus on immune checkpoint blockades (ICB), is a revolutionary approach and has shown great clinical benefit in multiple tumor types with an intent to “cure.” ICB therapies, such as anti-cytotoxic T lymphocyte-associated antigen 4 (CTLA-4) and anti-programmed cell death protein 1 (PD-1) antibodies, have clinical response rates in the range 10–35% as single agents [1], and the anti-tumor response is not sufficient in many patients and responses are more common in specific tumor types. Moreover, mechanisms of anti-tumor efficacy of the ICB in the responders are not completely understood. Understanding how anti-CTLA-4 and anti-PD-1 checkpoint blockade therapies work will be critical for effectively combining them with other anti-cancer therapeutic approaches such as immune-, radio-, chemo- and targeted therapy to improve overall response rate [2].

For clarifying how ICB work and induce anti-tumor effect in the cancer patients, it is critical to understand contributions of both host immune cells and cancer cells, which are key components of the tumor-micro-environment (TME) and are potential target cells to ICB responsiveness. Based on tumor-type, density and location of immune cells within the tumor site, there are four proposed types of tumors: hot, excluded, immunosuppressed and cold tumors [1]. While hot/inflamed tumors have the greatest potential to respond to ICB, those lacking tumor infiltrated T cells are often resistant to ICB [1]. Multiple studies have found a positive correlation between tumoral PD-L1 expression and anti-PD-1 response or overall survival in some tumor types [3]. These evidence suggest that presence of target cells and expression of target molecules of ICB in tumors are the key factors to determine treatment response.

Genomic/transcriptomic analyses of tumor tissues between ICB responder and non-responders reveal that there are differences of genomic and transcriptional profile in the tumor [1, 4]. The number of non-synonymous single nucleotide variants (nsSNVs) in a tumor, referred as the tumor mutation burden (TMB), is thought to increase the generation of immunogenic peptides and hence influence ICB response in patients [3]. Indeed, significant association between high TMB and ICB response have been reported in a variety of tumor types [5] including urothelial carcinoma [6], small cell lung cancer [7], independent cohort of non-small cell lung cancer (NSCLC) [8–10], and melanoma [11–13]. Genetic alteration of the tumors contributed to immunosuppressive mechanisms occurred in the TME, which hindered not only the natural hot immune responses but also the efficacy of cancer immunotherapies [1]. The tumor-intrinsic immunosuppression usually involves the activation of various oncogenic pathways, including Wnt–β-catenin [14, 15], mitogen-activated protein kinase (MAPK) [16, 17], Janus kinase (JAK)–signal transducer and activator of transcription 3 (STAT3) [18] and nuclear factor-κB (NF-κB) signaling pathways [19]. The engagement of these pathways results in the expression of cytokines and chemokines that mediate the exclusion of T cells from the TME, or, alternatively, the repression of factors that facilitate T cell recruitment and therefore affecting response to ICB. More work is needed to delineate the response/resistance mechanism to current ICB therapy [20]. Host-derived immune cells and tumor cells are known to interact with each other and have significant impact on anti-tumor efficacy of ICB treatment. The use of preclinical immunocompetent tumor models, where immune system is working properly, is one way to understand the mechanism of ICB response that allows to analyze both tumor cells and host immune cells in parallel.

In this paper, we first screened 23 different syngeneic tumor models treated with anti-PD-1 and found that two colorectal carcinoma CT-26 and Colon 26 tumor models shared similar genetic background but exhibited different sensitivity to anti-PD-1 therapies. Next, we characterized both models in-depth by immune-profiling and genomic/transcriptomic analyses. Our data and analyses proposed a hypothesis that Wnt pathway is potentially one of the major components contributing to the different sensitivity to anti-PD1 therapy in CT-26 and Colon 26 models.

## Methods

### Animals

BALB/c, C57BL/6 and DBA/2 mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China) and from Shanghai Lingchang Laboratory Animal Co. All animal studies were performed under Takeda and WuXi’s IACUC policies, and AAALAC’s ethical approval and regulations.

### Mouse cell lines

4 T1, A20, B16F10, C1498, CT-26, E.G7-OVA, EL4, EMT-6, J558, JC, KLN205, L1210, L5178-R, LLC1, P388D1, RENCA and WEHI-3 were purchased from ATCC (Manassas, VA, USA). Colon 26 was purchased from RIKEN BioResource Research Center (Tsukuba, Ibaraki, Japan) and Nanjing CoBioer Biotechnology Co., Ltd. (Nanjing, China). H22 was purchased from China Center for Type Culture Collection (Beijing, China). LLC1-Luc was purchased from PerkinElmer (Waltham, MA, USA). MC38 and Panc02 were purchased from Obio Technology (Shanghai) Corp., Ltd. (Shanghai, China). RM-1 was purchased from Cell Bank of Shanghai Institutes for Biological Sciences of the Chinese Academy of Sciences (Shanghai, China). All cells were culture by following instructions of the providers.

### Antibodies

Anti-mouse CTLA-4 (CD152) mAb 9D9 and anti-mouse PD-1 (CD279) mAb RMP1–14 were purchased from Bio-X Cell Inc. (West Lebanon, NH, USA).

### Murine tumor models

To establish murine breast cancer model 4 T1, 4 × 10^5^ cells were subcutaneously implanted into the right flank of female BALB/c mice. To establish murine breast cancer model EMT6 and JC, 2 × 10^5^ cells were subcutaneously implanted into the right flank of female BALB/c mice. To establish murine colon adenocarcinoma cancer model Colon26 and CT-26, 3 × 10^5^ cells were subcutaneously implanted into the right flank of female BALB/c mice. To establish murine hepatoma cancer model H22, 4 × 10^5^ cells were subcutaneously implanted into the right flank of female BALB/c mice. To establish murine kidney carcinoma cancer model RENCA, 2 × 10^5^ cells were subcutaneously implanted into the right flank of female BALB/c mice. To establish murine leukemia cancer model WEHI-3, 1 × 10^5^ cells were subcutaneously implanted into the right flank of female BALB/c mice. To establish murine diffuse large B cell lymphoma cancer model A20, 4 × 10^5^ cells were subcutaneously implanted into the right flank of female BALB/c mice. To establish murine plasmacytoma cancer model J558, 1 × 10^5^ cells were subcutaneously implanted into the right flank of female BALB/c mice. To establish murine leukemia cancer model C1498, 4 × 10^5^ cells were subcutaneously implanted into the right flank of female C57BL/6 mice. To establish murine colon adenocarcinoma cancer model MC38, 1 × 10^6^ cells were subcutaneously implanted into the right flank of female C57BL/6 mice. To establish murine Lewis lung carcinoma cancer model LLC1 and LLC1-Luc, 1 × 10^5^ cells were subcutaneously implanted into the right flank of female C57BL/6 mice. To establish murine lymphoma cancer model E.G7-OVA, 1 × 10^5^ cells were subcutaneously implanted into the right flank of female C57BL/6 mice. To establish murine lymphoma cancer model EL4, 0.8 × 10^5^ cells were subcutaneously implanted into the right flank of female C57BL/6 mice. To establish murine melanoma cancer model B16F10, 0.8 × 10^5^ cells were subcutaneously implanted into the right flank of female C57BL/6 mice. To establish murine pancreatic ductal adenocarcinoma model Panc02, 1 × 10^6^ cells were subcutaneously implanted into the right flank of female C57BL/6 mice. To establish murine prostate carcinoma model RM-1, 8 × 10^5^ cells were subcutaneously implanted into the right flank of female C57BL/6 mice. To establish murine leukemia model L1210, 0.2 × 10^5^ cells were subcutaneously implanted into the right flank of female DBA/2 mice. To establish murine lung carcinoma model KLN205, 4 × 10^5^ cells were subcutaneously implanted into the right flank of female DBA/2 mice. To establish murine lymphoma model L5178-R and P388D1, 2 × 10^5^ cells were subcutaneously implanted into the right flank of female DBA/2 mice. Tumor growth was monitored with vernier calipers, and the mean tumor volume was calculated using the formula (0.5 ´ [length ´ width2]).

When the mean tumor volume reached approximately 60 mm^3^, animals were randomized into treatment groups (*n* = 10/group in all efficacy studies) and dosing was initiated on Day 0 of the study. Tumor size and body weight were measured three times weekly. During the observation period, animals bearing oversized tumor exceeding 2000 mm^3^ were sacrificed. Anti-mouse CTLA-4 (10 mg/kg) and anti-mouse PD-1 (10 mg/kg) were administered intraperitoneally on day 0, 3, 7, 10, 14 and 17.

### Flow cytometry

BALB/c mice were inoculated with 3 × 10^5^ CT-26 or Colon 26 cells. When the tumor volume reached approximately 100 mm^3^ at day 12 (CT-26) or at day 11 (Colon 26) after the inoculation, tumor tissues were harvested (*n* = 4). To prepare tissues for flow cytometry, tumor samples were digested by using a tumor dissociation kit (MACS). Spleens and draining lymph nodes were mechanically disrupted into single-cell suspensions through a 70 μm cell strainer. Red blood cells were lysed in Red Blood Cell Lysis Solution (BD Bioscience). Cells were washed, pelleted and re-suspended in D-PBS solution (Corning). For each sample, 1 × 10^6^ cells were treated with anti-mouse CD16/CD32 (BD Pharmingen) and then stained with a defined panel containing live/dead stain and with various labeling antibodies. All antibodies were purchased from BD Pharmingen, BioLegend, or eBioscience as indicated. Live/Dead cell stain kit was purchased from Invitrogen. Data were measured on BD LSR Fortessa and analyzed by using FlowJo software. Flow cytometry antibodies used in this study were purchased from BD Pharmingen (anti-CD8 [53–6.7], anti-CD4 [GK1.5], anti-CD19 [1D3], anti-CD25 [PC61], anti-CD335 [29A1.4], anti-CD45 [30-F11], anti-CD3 [17A2], anti-Ly6G [1A8], anti-MHCII [M5/114.15.2], anti-CD11c [HL3], anti-Ly6C [AL-21], anti-CD206 [MR5D3]), BioLegend (anti-PD-1 [29F.1A12], anti-CD11b [M1/70], anti-CTLA-4 [UC10-4B9], anti-CD44 [IM7], anti-CD62L [MEL-14], anti-F4/80 [BM8]) or eBioscience (anti-FoxP3 [FJK-16 s]).

### Data analysis

Flow cytometry data were analyzed with FlowJo. Statistical analyses were done with Prism 8 (GraphPad Software). Kaplan-Meier curves were analyzed with the log-rank test. Student’s t test was used for comparison of immune cells between CT-26 and Colon 26 tumor models.

### RNA-seq

Cell line and tumor tissue RNA was purified using RNeasy MinElute Cleanup Kit. RNA quality was assessed using RNA 6000 Nano Reagents. cDNA RNA library was constructed using TruSeq mRNA Sample Preparation Kit (illumina). The first step in the workflow involved purifying the poly-A containing mRNA molecules using oligo-dT attached magnetic beads. Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were copied into first strand cDNA using reverse transcriptase and random primers. Second strand cDNA synthesis followed, using DNA PolymeraseI and RNase H. The cDNA fragments then went through an end repair process, the addition of a single ‘A’ base, and then ligation of the adapters. The products were then purified and enriched with PCR to create the final cDNA library. The clusters of the cDNA library were generated on Illumina cBOT cluster generation system with HiSeq X HD PE Cluster Kits (illumina). Paired-end sequencing was performed using an Illumina HiSeq X following Illumina-provided protocols for 2 × 150 paired-end sequencing.

### Whole exome sequencing

Cell line and tissue DNA was purified using QIAamp DNA Mini Kit. DNA quality was assessed using Qubit dsDNA HD Assay Kit. DNA library was constructed using SureSelect XT library prep kit (Agilent). The first step in the workflow involved DNA fragment, constructing libraries and amplifying the libraries. After that, the library was hybridized using SureSelect XT reagent and protocol and the captured libraries were obtained. The products were then purified and enriched with PCR to create SureSelect-enriched indexed NGS samples. The clusters of the captured library were generated on Illumina cBOT cluster generation system with HiSeq X HD PE Cluster Kits (illumina). Paired-end sequencing was performed using an Illumina HiSeq X following Illumina-provided protocols for 2 × 150 paired-end sequencing.

### Bioinformatics

To quantify transcript abundance, we calculated the raw count for each gene from RNA-seq data using “Report gene/transcript counts” in Array Studio (version 10.0.1.118) and Ensembl.R78 annotation. Then DESeq2 (version 1.24.0) with default parameters was used to determine differentially expressed genes, requiring adjusted *p*-value ≤0.1 and the absolute log2 fold change ≥1. Ingenuity Pathway Analysis was used to determine the significantly enriched pathways.

Tumor mutational burden was calculated by dividing the number of non-synonymous mutations called using exome sequencing data by the length of mouse CDS regions. SNPs were called and annotated using “summarize variant data” and “annotate variant table report,” respectively. We compared CT-26 and Colon 26 tumors at each size (100, 400 and 800 mm3) separately to obtain 3 sets of differentially expressed genes, and then merged these gene sets to obtain the differentially expressed genes between CT-26 and Colon 26 tumors. For clustering analysis of Wnt ligand and Wnt-regulated gene expression, pheatmap function of the pheatmap R package and agglomerative hierarchical clustering with ward.D2 linkage method were used. The gene expression levels (fpkm, fragments per kilobase of transcript per million mapped reads) plus 1 were log2-transformed (log2(fpkm+ 1)), and then z-transformed before clustering.

## Results

### CT-26 tumor-bearing mice are more sensitive to anti-PD-1 checkpoint blockade than Colon 26 tumor-bearing mice, while both tumor models are sensitive to anti-CTLA-4 blockade

To investigate the sensitivity of various preclinical tumor models to immune checkpoint inhibitors, anti-PD-1 monoclonal antibody (mAb) was tested across 23 different syngeneic tumor mouse models on C57BL/6, BALB/c and DBA/2 genetic background mice (Fig. 1A). We found that anti-PD-1 treatment induced higher growth rate inhibition (GRI) in CT-26 tumor bearing mice than Colon 26, although both tumors are murine colorectal carcinoma derived from BALB/c mice (Fig. 1B). Next, to investigate whether the different response between CT-26 and Colon 26 was specific for anti-PD-1 or common for ICB, we tested anti-PD-1 and anti-CTLA-4 mAb in both CT-26 and Colon 26 tumor-bearing mice. Consistent with the previous anti-PD-1 screening, anti-PD-1 treatment induced significant tumor growth inhibition and significantly promoted survival in CT-26 tumor-bearing mice, but not in Colon 26 tumor-bearing animals (Fig. 1C and D, Additional file: Fig. S1). On the other hand, anti-CTLA-4 treatment induced significant tumor growth inhibition and significantly promoted survival in both models (Fig. 1C and D, Additional file: Fig. S1).

**Fig. 1:**
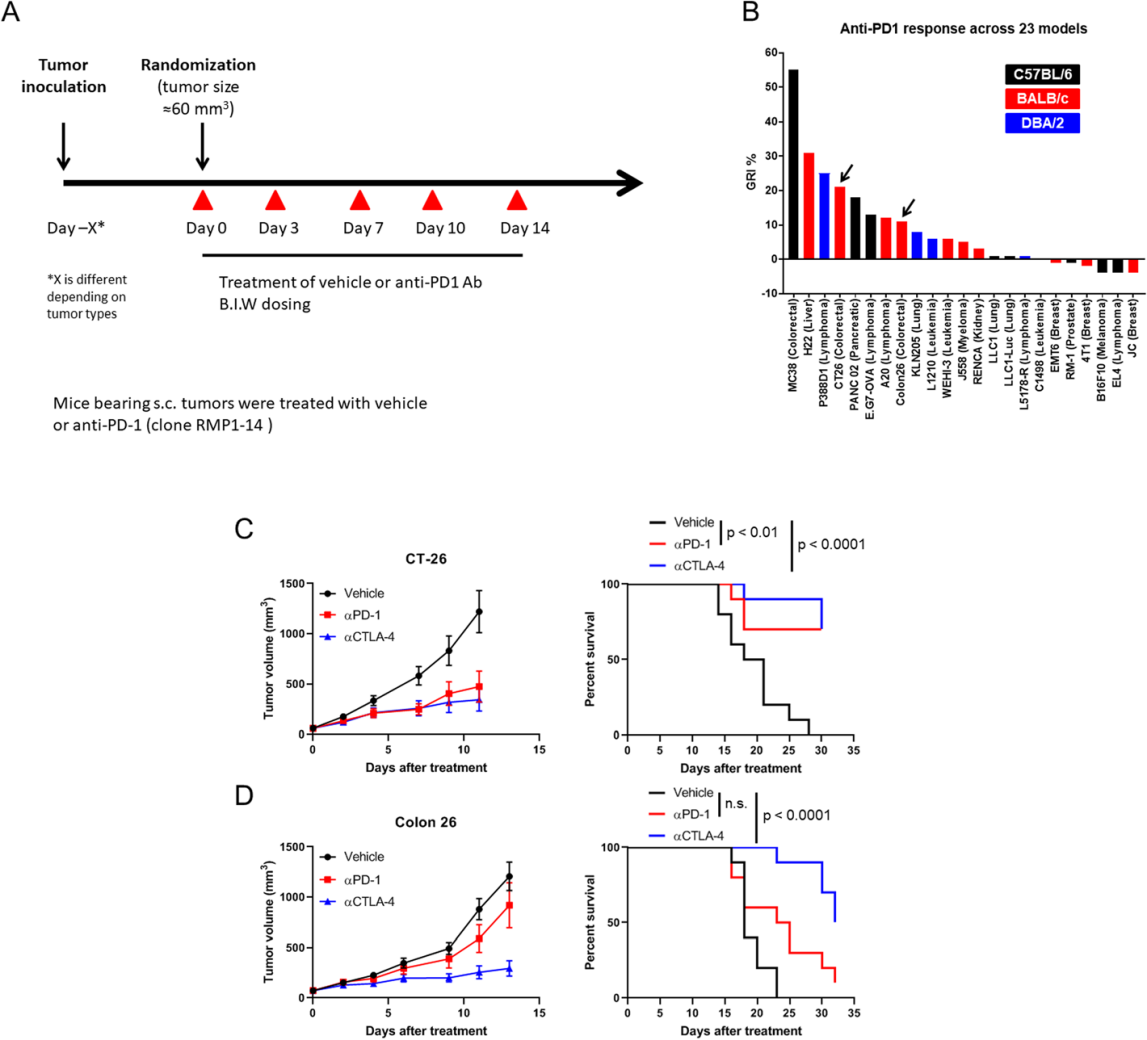
CT-26 tumor mice are more sensitive to anti-PD-1 checkpoint blockade than Colon 26 tumor mice. (**A**) A scheme of in vivo studies for anti-PD-1 antibody across 23 syngeneic tumor models. (**B**) Growth rate inhibition (%) of anti-mouse PD-1 across 23 syngeneic tumor models of different background mouse strains. (**C**) Growth and survival of BALB/c mice bearing CT-26 tumors treated with vehicle (PBS), anti-mouse PD-1 and anti-mouse CTLA-4. When the mean tumor volume reached approximately 60 mm^3^, animals were randomized into treatment groups (*n* = 10/group) and dosing was initiated on Day 0 of the study. (**D**) Growth and survival of BALB/c mice bearing Colon 26 tumors treated with vehicle (PBS), anti-mouse PD-1 and anti-mouse CTLA-4. When the mean tumor volume reached approximately 60 mm^3^, animals were randomized into treatment groups (*n* = 10/group) and dosing was initiated on Day 0 of the study. (Left) Tumor size as measured by vernier calipers, and the data shown in all panels are the mean (*n* = 10/group) ± SEM. (Right) Survival curve comparing treatment groups. Mice were euthanized when tumors reached 2000 mm^3^. n.s., nonsignificant

### CT-26 tumors are infiltrated with more anti-tumor immune cells than Colon 26 tumors

The presence of pre-existing lymphocytes and myeloid cells within the tumor is known to influence response to immune checkpoint inhibitors [3]. To evaluate the composition of tumor-infiltrating leukocytes in CT-26 and Colon 26 tumor tissues, baseline tumor tissues from tumor-bearing mice were harvested, dissociated into single cell suspension and immune-profiling evaluated by flow cytometry (Additional file: Fig. S2). Immune infiltrates detected with the pan-leukocyte marker CD45 were present in both CT-26 and Colon 26 tumor tissues, but the frequency of CD45+ cells within live cells are higher in CT-26 than in Colon 26 tumor tissues (Fig. 2A). Leucocyte subsets were evaluated by using a combination of lineage markers to identify specific immune subsets. CT-26 tumor tissues contained more infiltrates of T cells (CD45+ CD3+ CD11b-; Fig. 2B), dendritic cells (CD45+ CD11b + CD11c + MHCII+; Fig. 2C) and NK cells (CD45+ CD3- CD11b- CD355+; Fig. 2D) than Colon 26 tumor tissues. There was no significant difference of frequencies of tumor-B cells (CD45+ CD3- CD11b- CD355- CD19+), Myeloid cells (CD45+ CD3- CD11b+) and Macrophages (CD45+ CD11b + CD11c- Ly6G- Ly6C-F4/80+) between CT-26 and Colon 26 tumor tissues (Additional file: Fig. S3). Next, to reveal tumor infiltrating T cell subsets, we examined surface markers of T cell subsets. The frequencies of CD8+ T cells (CD45+ CD3+ CD11b- CD4- CD8+) and Foxp3-CD4+ T cells (CD45+ CD3+ CD11b- CD4+ CD8- Foxp3-) in CT-26 tumor tissues were significantly higher than those in Colon 26 tumor tissues (Fig. 2E and F). Though the frequency of Tregs (CD45+ CD3+ CD11b- CD4+ CD8- CD25+ Foxp3+) was also higher in CT-26 tumor tissues, (Fig. 2G), the ratio of CD8 to Treg in CT-26 tumor tissues was significantly higher than that in Colon 26 tumor tissues (Fig. 2H). Our data showed that CT-26 tumor tissues exhibited immune-inflamed phenotype characterized by more infiltration with anti-tumor immune cells at baseline than Colon 26. In contrast to tumor tissues, there were no significant differences of frequencies of T cells, NK cells and dendritic cells and CD8 to Treg ratio in the peripheral blood between CT-26 and Colon 26 tumor bearing mice (Additional file: Fig. S4).

**Fig. 2:**
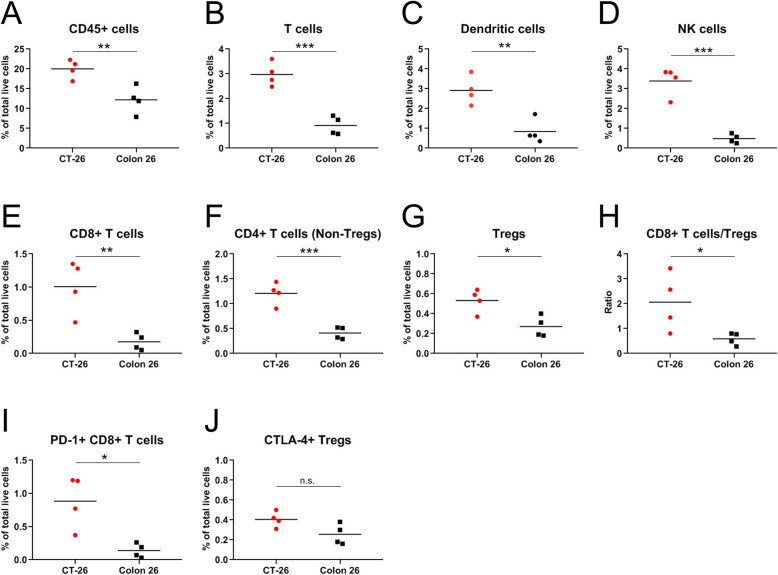
CT-26 tumors are infiltrated with more anti-tumor immune cells than Colon 26 tumors. BALB/c mice were inoculated with 3 × 10^5^ CT-26 or Colon 26 cells. When the tumor volume reached approximately 100 mm^3^, tumor tissues were harvested, dissociated into single cells and analyzed by flow cytometry. All data are represented as percent of total live cells, which include both tumor cells and immune cells. Quantification of (**A**) CD45+ cells, (**B**) T cells (CD45+ CD3+ CD11b-), (**C**) dendritic cells (CD45+ CD11b + CD11c + MHCII+), (**D**) NK cells (CD45+ CD3- CD11b- CD335+), (**E**) CD8+ T cells (CD45+ CD3+ CD11b- CD4- CD8+), (**F**) CD4+ T cells (Non-Tregs, CD45+ CD3+ CD11b- CD4+ CD8-Foxp3-), (**G**) Tregs (CD45+ CD3+ CD11b- CD4+ CD8- CD25+ Foxp3+), (**H**) ratio of CD8+ T cells to Tregs, (**I**) PD-1+ CD8+ T cells and (**J**) CTLA-4+ Tregs. Mean of each immune population are indicated as bars. Statistical significance (t-test) between groups: * 0.01 < *p* < 0.05, ** 0.001 < *p* < 0.01, *** *p* < 0.001. n.s., nonsignificant

In human melanoma patients, anti-PD-1 therapeutic responses were reported to be associated with the presence of PD-1 expressing CD8+ T cells at the tumor margin, co-localized with PD-L1 expressing tumor cells before therapy [21], and therefore PD-1+ CD8+ T cells can be one of the targeted cells by anti-PD-1 mAb. We hypothesized that anti-PD-1 mediated tumor growth inhibition in CT-26 model was due to enhanced frequency of PD-1-expresing CD8 T cells within the tumor. As shown in Fig. 2I, CT-26 tumors at baseline have higher frequency of PD-1 + CD8+ T cells as compared to Colon 26 baseline tumors. Correlating with the sensitivity of both models to anti-CTLA-4 treatment, no notable differences were observed in the frequencies of CTLA-4 expressing Tregs between two tumor types (Fig. 2J). Taken together, these data suggest that the tumor plays an important role in shaping the immune contexture of the TME which may contribute to the sensitivity to ICB therapies.

### Neither TMB nor the number of indels predicts the anti-PD-1 antibody response

One of the tumor intrinsic factors that is positively correlated with ICB response is the TMB in multiple cancer types [5], such as melanoma [22, 23], non-small-cell lung carcinoma [24], urothelial carcinoma [6]. To test if TMB can explain the different anti-PD-1 sensitivity of CT-26 and Colon 26, we sequenced their exomes and compared TMB in the cell lines (Fig. 3A, Additional file: Table S1), which revealed that Colon 26, rather CT-26, has higher TMB. Thus, for these two tumor models, it is unlikely that TMB is the critical factor in the observed differential anti-PD-1 sensitivity. Another potential predictive tumor biomarker for ICB response is the number of indels [3], since indels are more likely to produce neoantigens that can be readily detected by the immune system [25]. We further examined the number of indels in these samples and found no significant difference between CT-26 and Colon 26 (Fig. 3B). In summary, in the context of CT-26 and Colon 26, neither TMB nor the number of indels predicts the anti-PD-1 antibody response.

**Fig. 3:**
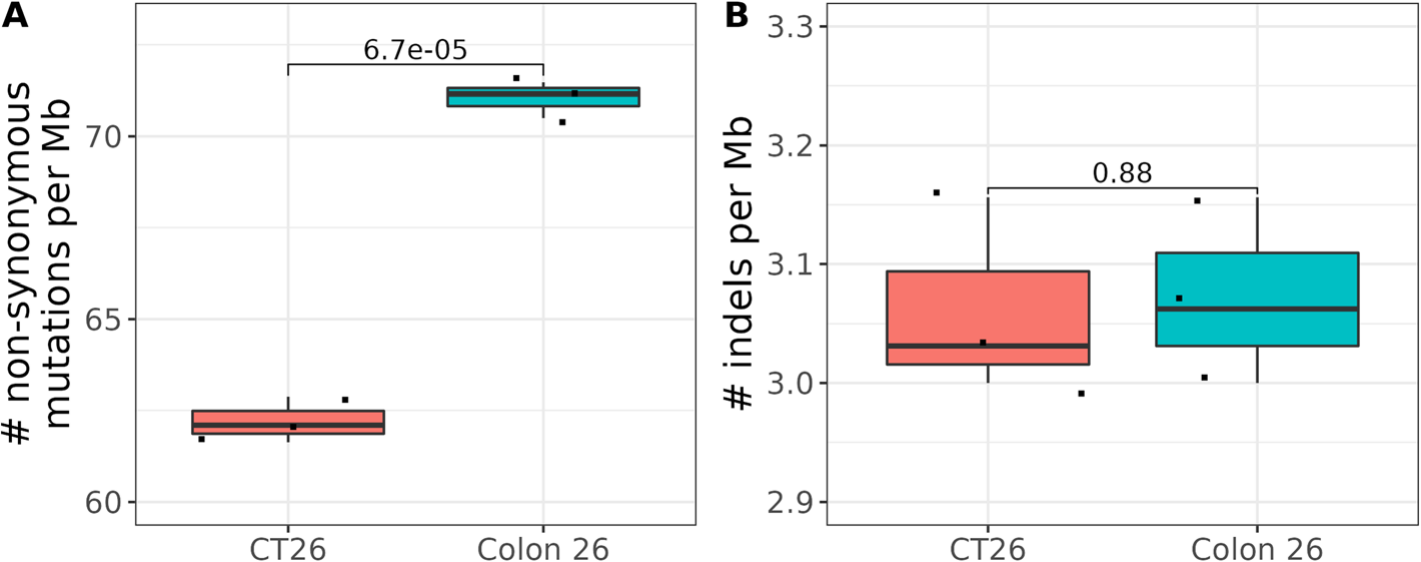
Mutations detected in CT-26 and Colon 26 in cell line samples. **A**. Tumor mutational burden (numbers of non-synonymous mutations per Mb). **B**. Number of indelsper Mb

### Wnt pathway is highlighted as one of the most distinct features between CT-26 and Colon 26

To determine the transcriptomic differences between CT-26 and Colon 26, we sequenced RNA from these cell lines as well as tumors isolated ex vivo from tumor bearing animals at sizes 100, 400 and 800 mm^3^. 

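CT-26 and Colon 26 are carcinoma cell lines of the mouse colon that grow as tumors when inoculated into BALB/c mice. RNA-seq libraries were made from 3 cultures of each cell line and from 4 tumors of each model at each of 3 sizes, 30 libraries in 8 groups. At harvest, CT-26 tumors measured 103.33 to 145.86, 400.47 to 464.68 and 810.36 to 938.57 mm3, and Colon 26 tumors 102.9 to 124.88, 401.52 to 466.73 and 807.93 to 963.18 mm3. Poly-A mRNA libraries were sequenced from both ends. The authors counted reads on the genes of Ensembl release 78 with Array Studio and deposited estimated counts and FPKM for 53431 genes. Of the non-zero estimated counts 23.0% were not whole numbers, so counts were rounded before testing.
The counts on genes summed to 21384697 to 27856353 (median 23995686) per CT-26 culture and to 36042918 to 39722554 (median 39425164) per Colon 26 culture. In CT-26 tumors the sums were 24844075 to 30584234 (median 27141596) at 100 mm3, 22923571 to 30182073 (median 27278826) at 400 mm3 and 26291216 to 35681885 (median 31915368) at 800 mm3. In Colon 26 tumors of these sizes they were 23597116 to 35677338 (median 28338477), 26422544 to 33285912 (median 27618282) and 26897997 to 32805626 (median 30363154). The 10 genes with the most counts took a median of 5.18 to 6.71% of a library in the 8 groups. Every one of the 42 pairs of replicates differed by more than sampling noise, with a variance 2.91 to 73.9 times that of counting alone. Library preparation also adds such variance, so this does not show that the cultures were grown separately. Each library was used as 1 replicate. The cultures of the 2 cell lines carry library numbers of separate series, and the Colon 26 cultures were sequenced more deeply. In the cell line comparison, batch and model therefore cannot be told apart, and no comparison within a batch was possible.
Colon 26 was compared with CT-26 within the cell lines and within each tumor size by edgeR's quasi-likelihood test on TMM-normalized counts, after edgeR's filter on low counts and with Benjamini-Hochberg adjustment. Genes with an adjusted p of at most 0.1 and an absolute log2 fold change of at least 1 were called differentially expressed (DE). These are the thresholds of the paper, whose tool was DESeq2. Log2 fold changes are Colon 26 over CT-26, so positive values are higher in Colon 26. Levels of genes are given as CPM, which are counts scaled to TMM-normalized library sizes. Where every library of a group had 3 or fewer counts, the fold change was computed against 3 counts and is a lower bound.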

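Pearson correlations of log2(FPKM + 1) over all genes were computed for every pair of libraries. CT-26 cultures correlated with CT-26 tumors at a mean of 0.957 (range 0.945 to 0.969, 36 pairs). Colon 26 cultures correlated with Colon 26 tumors at a mean of 0.962 (range 0.953 to 0.972, 36 pairs). Between the models, tumors correlated at 0.982 (range 0.968 to 0.986, 144 pairs) and cultures at 0.977 (9 pairs). The ranges of culture-tumor pairs and of tumor-tumor pairs between the models overlapped from 0.968 to 0.972. Within a model, the means were 0.994 in CT-26 tumors and 0.995 in Colon 26 tumors (66 pairs each), and 0.999 among the cultures of each cell line (3 pairs each). These correlations are across genes, which are not independent replicates, and the pairs share libraries, so no test was made on them. Culture-tumor pairs moved most with a minimum mean FPKM of 1 per gene, to means of 0.861 in CT-26 and 0.874 in Colon 26. Tumors of the 2 models (0.920) and cultures of the 2 models (0.898) moved most with Spearman's method.
Marker genes were scored as their mean log2 CPM. The leukocyte marker Ptprc, which encodes CD45, was at -2.16 ± 0.42 (SD, n = 3) in CT-26 cultures and at 6.57 ± 0.66 (SD, n = 4) in CT-26 tumors of 100 mm3. In Colon 26 it was at -3.37 ± 0.53 (SD, n = 3) in culture, with at most 3 counts in any library, and at 6.50 ± 0.43 (SD, n = 4) in tumors of that size. The endothelial score was -2.72 ± 0.34 and -3.51 ± 0.26 (SD, n = 3) in CT-26 and Colon 26 cultures, and 4.98 ± 0.79 and 4.99 ± 0.18 (SD, n = 4) in their tumors. The fibroblast score was 5.20 ± 0.06 and 4.71 ± 0.07 (SD, n = 3) in culture, and 8.81 ± 0.29 and 8.90 ± 0.10 (SD, n = 4) in tumors.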

Transcriptome profiles of cell lines and tumor tissues were different, independent of tumor type, likely because the tumor tissue was composed by not only tumor cells but also immune cells and stromal cells. (Additional file: Fig. S5). Thus, we focus on cell line-cell line and tumor-tumor comparisons.

Next, we sought to determine which differentially expressed (DE) genes stem from cell lines and which DE genes appear after tumor inoculation (Fig. 4). 

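In tumors of 100 mm3, 15406 genes were tested between CT-26 and Colon 26 tumors and 2038 were DE, 950 higher and 1088 lower in Colon 26. In tumors of 400 mm3, 2176 of 15241 genes were DE, 988 higher and 1188 lower. In tumors of 800 mm3, 2192 of 15521 genes were DE, 1009 higher and 1183 lower. The excess of lower genes depended on the scaling. With counts scaled by library size only, 1016, 1094 and 1115 genes were higher and 1009, 1088 and 1080 lower at the 3 sizes. With median-of-ratios factors the excess remained, with 964, 979 and 1029 genes higher and 1072, 1197 and 1159 lower. The union of the 3 sets held 3145 genes. Of these, 1294 (41.1%) were DE at all 3 sizes, 673 at exactly 2 sizes and 1178 at 1 size only. The alternative that moved the counts most was leaving out the minimum fold change, with 8710, 7963 and 9213 DE genes at the 3 sizes and 11801 in the union. DESeq2 with default parameters called 2570, 2720 and 2865 DE genes and a union of 4189, of which 3081 were also in the union of edgeR. With each tumor left out in turn, edgeR called 2045 to 2269 genes at 100 mm3, 2152 to 2466 at 400 mm3 and 2254 to 2479 at 800 mm3.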

Comparing CT-26 and Colon 26 at 3 different sizes revealed 3 sets of DE genes, the union of which contained 4701 DE genes. 

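In the cell lines, 3283 of 14334 genes tested were DE, 1520 higher and 1763 lower in Colon 26. Before the minimum fold change was applied, 11511 genes had an unadjusted p under 0.05. Without that minimum, 11842 genes passed the adjusted p alone, the largest move among the alternatives. DESeq2 called 3927 genes, 3191 of them also called by edgeR. With each culture left out in turn, edgeR called 3383 to 3595 genes. After the counts were thinned at random to the smallest library total, so that the deeper Colon 26 cultures had no more counts than the others, 2975 genes were DE, of which 2872 were also DE at full depth. The smallest p that an exact permutation test allows for 3 cultures against 3 is 0.10, so the p-values of single genes rest on the spread that edgeR shares between genes.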

On the other hand, comparingCT-26 and Colon 26 cell lines revealed 4183 DE genes. 

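Of the 3283 DE genes of the cell lines, 1429 (43.5%) were also in the union of the 3 tumor comparisons, of which they made up 45.4%. Of the 13733 genes tested both in the cell lines and in at least 1 tumor comparison, 2904 were DE in the cell lines and 2349 in tumors. By chance 497 shared genes would be found, and the observed number was 2.88 times as many (exact one-sided hypergeometric test, p = 6.0e-490). The test is across genes, which are not independent replicates. The direction was the same in 1326 of the shared genes (92.8%), and 103 differed in direction. Of the DE genes at 100 mm3, 1085 (53.2%) were also DE in the cell lines, 1020 of them in the same direction. At 400 mm3 this held for 1184 genes (54.4%), 1122 in the same direction, and at 800 mm3 for 1144 genes (52.2%), 1073 in the same direction. Of the 1294 genes that were DE at all 3 sizes, 863 (66.7%) were also DE in the cell lines.
DE in the cell lines only were 1854 genes, and DE in tumors only were 1716 genes. Of the latter, 920 were tested in the cell lines and 796 were not, because their counts in culture did not pass the filter. With DESeq2 the shared, cell line-specific and tumor-specific genes numbered 1806, 2121 and 2383, and 1400 genes were shared by both tools. Without the minimum fold change, 9134 genes were shared, the largest move among the alternatives.
Genes DE in the same direction in all 4 comparisons, with groups that did not overlap and a mean count of at least 100, numbered 592. By chance the groups of a gene do not overlap in 10% of comparisons of 3 against 3. Those with the largest estimated log2 fold changes in the cell lines were lower in Colon 26 for Arap2 (at least 1186-fold), Manea (at least 611-fold) and Prune2 (at least 3407-fold). They were higher for Ntng2 (at least 66.0-fold), the lincRNA B530045E10Rik (at least 82.3-fold) and Lysmd2 (at least 94.1-fold). In tumors of 100, 400 and 800 mm3, the log2 fold change was -3.38, -4.08 and -3.86 for Arap2, and 3.62, 3.86 and 4.05 for Ntng2. It was -2.31, -2.77 and -2.65 for Manea, -1.70, -2.39 and -2.12 for Prune2, and 3.47, 3.57 and 3.43 for Lysmd2. B530045E10Rik remained at or under 3 counts in CT-26 tumors and was at least 161-fold, 172-fold and 194-fold higher in Colon 26. Exons of Ntng2 overlap those of 6530402F18Rik on the same strand, so its reads could be shared. The paper proposes that the shared DE genes seen in tumors come from the tumor cells.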

While 2141 or 2659 DE genes are observed as cell-linespecific or tumor tissue-specific DE genes respectively, a significant number of DE genes (2042) are shared between the tumor-tumor and cell line-cell line comparisons (Fig. 4), suggesting this set of shared DE genes observed in tumors are from tumor cells themselves.

**Fig. 4:**
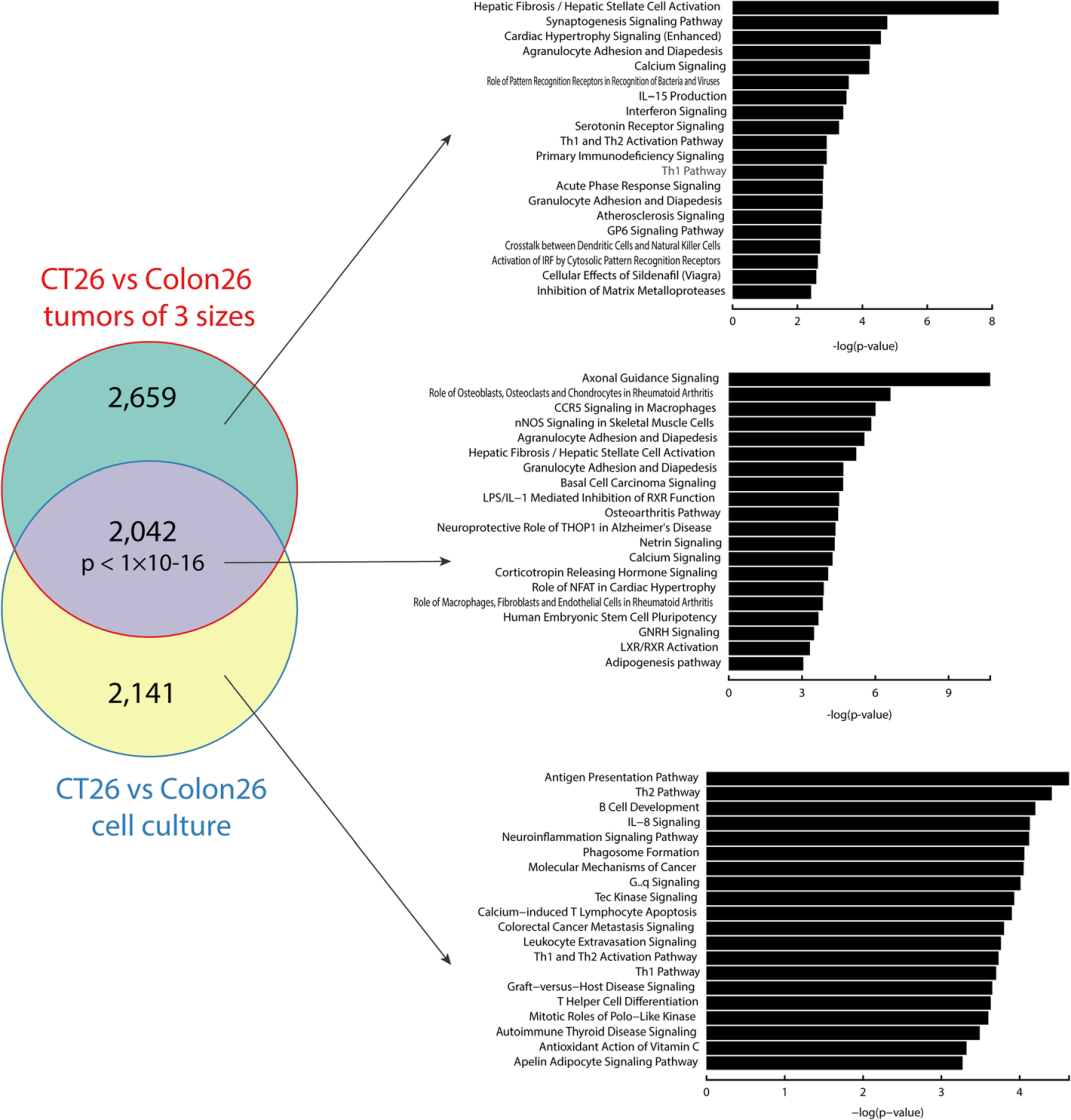
Canonical pathway analysis of differentially expressed genes between CT-26 vs. Colon 26 from tumor tissues of different sizes and cell lines. CT-26 and Colon 26 tumors were compared at 3 different sizes to derive 3 sets of DE genes and the union of the 3 sets contained 4701 DE genes. Comparing CT-26 and Colon 26 cell lines revealed 4183 DE genes. A significant number of DE genes (2042, *p* < 1 × 10^− 6^, hypergeometric test) are shared between the tumor-tumor and cell line-cell line comparisons

To understand biological meaning of the DE genes, we performed pathway enrichment analysis of cell line and tumor tissues DE genes. 

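The lists of Ingenuity Pathway Analysis were not used here. Gene families defined by their symbols were tested in their place, with the genes tested in each comparison as background. The axon guidance families were the semaphorins and plexins, ephrins and their receptors, netrins, Slit and Robo genes, Unc5 genes, Dcc, Neo1, neuropilins, and Wnt and Fzd genes. The collagens stood in for the extracellular matrix genes of hepatic fibrosis.
Of 70 axon guidance genes, 29 were DE at 100 mm3 (odds ratio 4.69, one-sided Fisher's exact test, p = 4.5e-09), 22 of them higher in Colon 26. At 400 mm3, 24 of 71 were DE (odds ratio 3.09, Fisher's exact p = 2.7e-05), 17 of them higher, and at 800 mm3 26 of 72 (odds ratio 3.47, p = 2.6e-06), 17 of them higher. Of the 32 collagens tested at each size, 14 were DE at 100 mm3 (odds ratio 5.13, Fisher's exact p = 2.2e-05), 12 of them higher in Colon 26. At 400 mm3, 13 collagens were DE (odds ratio 4.13, Fisher's exact p = 2.4e-04), 11 of them higher, and at 800 mm3 11 (odds ratio 3.20, p = 0.0032), 7 of them higher. Genes of a family are not independent replicates, so these p-values describe the lists of DE genes.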

We found that some pathways—such as axonal guidance signaling and hepatic fibrosis—are enriched, regardless of the tumor size (Additional file: Fig. S6). Such pathways are also often enriched in the CT-26-Colon 26 cell line comparison, indicating that tumors recapitulate some biological themes from the cell line. 

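In the cell lines, 33 of 64 axon guidance genes were DE (odds ratio 3.61, one-sided Fisher's exact test, p = 5.4e-07), 21 of them higher in Colon 26. Of the 25 collagens tested, 12 were DE (odds ratio 3.11, Fisher's exact p = 0.0051), 7 of them higher.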

We also performed the pathway analysis of the shared DE genes (2042) and cell-line specific (2141) or tumor tissue specific DE genes (2659) (Fig. 4). 

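Among the shared DE genes were 20 of the 62 axon guidance genes that had been tested in both kinds of comparison (odds ratio 4.14, one-sided Fisher's exact test, p = 2.4e-06). They were Efna2, Efnb1, Efnb2, Epha1, Fzd3, Fzd6, Ntn5, Ntng2, Plxna4, Sema3e, Sema3f, Sema4g, Sema6c, Sema6d, Sema7a, Unc5b, Wnt10b, Wnt5a, Wnt5b and Wnt6. In the cell lines 13 were higher and 7 lower in Colon 26, and 0 changed sign with the other 2 normalizations. These genes were selected for an absolute log2 fold change of at least 1, so a change of sign was unlikely from the start. Without the Wnt and Fzd genes, 14 of 49 were shared (odds ratio 3.47, Fisher's exact p = 3.3e-04). With DESeq2, 20 of 89 were shared (odds ratio 3.76, Fisher's exact p = 4.2e-06). The largest move came with every gene of the table as background, with Fisher's exact p = 2.2e-12. Of the same 62 genes, 6 were tumor-specific (Fisher's exact p = 0.23) and 11 cell line-specific (odds ratio 1.80, p = 0.064). With DESeq2, Fisher's exact p was 0.077 for the tumor-specific and 0.034 for the cell line-specific genes. With every gene of the table as background, 15 of 100 were tumor-specific (Fisher's exact p = 7.3e-07) and 13 cell line-specific (Fisher's exact p = 4.4e-05). Genes not tested in both kinds of comparison are outside the 62.
Collagens were found in all 3 sets. Of 24 collagens, 7 were shared (odds ratio 3.56, one-sided Fisher's exact test, p = 0.0092), namely Col10a1, Col14a1, Col15a1, Col18a1, Col1a1, Col6a1 and Col6a2. Tumor-specific were 6 (odds ratio 4.67, Fisher's exact p = 0.0042), namely Col12a1, Col17a1, Col20a1, Col5a2, Col5a3 and Col7a1, and cell line-specific were 5 (p = 0.11). With DESeq2, 9 of 40 collagens were shared (Fisher's exact p = 0.0018), 10 tumor-specific (p = 0.0016) and 5 cell line-specific (p = 0.24). With every gene of the table as background, 7 of 44 were shared (Fisher's exact p = 1.6e-04), 12 tumor-specific (p = 9.4e-09) and 5 cell line-specific (p = 0.018).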

Consistent with above pathway analysis result, axon guidance signaling is the most significant pathway in the shared DE genes. Wnts are conserved guidance molecules for a large numbers of central nervous system axons and Wnt signaling plays an important role in axon guidance [26–28]. Almost all colorectal cancers demonstrate hyperactivation of the Wnt pathway, which in many cases is believed to be the initiating and driving event [29]. We found that this pathway contains major Wnt ligands (Wnt5a, Wnt5b, Wnt6, Wnt10a, and Wnt10b) and the Wnt-upregulated genes (Adamts5, Bmp2, Bmp4, Itga3, Nfatc4, Ngf, Prkd3, and Sema3f) or downregulated genes (Mmp13, Pappa2, Prkd1, and Sema3e) (Fig. 5) [30–33]. 

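The 5 Wnt ligands were identified by the Ensembl identifiers of the deposited table and placed with the GENCODE annotation of the GRCm38 build. Wnt5a (ENSMUSG00000021994.15) lies on chromosome 14 from 28504750 to 28527448 on the plus strand, where its exons overlap those of Gm2670 on the other strand. Wnt5b (ENSMUSG00000030170.14) lies on chromosome 6 from 119432531 to 119544347 on the minus strand. Wnt6 (ENSMUSG00000033227.7) and Wnt10a (ENSMUSG00000026167.14) lie on the plus strand of chromosome 1, from 74771892 to 74785322 and from 74791516 to 74804179. Wnt10b (ENSMUSG00000022996.15) lies on chromosome 15 from 98770712 to 98778150 on the minus strand. Exons of Bmp4 overlap those of Gm15217 on the other strand, and exons of Pappa2 overlap those of 1600012P17Rik on the same strand. The paper's text does not name the handling of strand in counting, so reads of overlapping exons could be shared.
In culture, Wnt5a was at 0.164 ± 0.0231 CPM in CT-26 and 21.1 ± 0.719 CPM in Colon 26 (SD, n = 3 each), a log2 fold change of 7.01 (standard error 0.14, adjusted p = 1.9e-16 from edgeR's quasi-likelihood test). Wnt5b was at 0.0944 ± 0.0534 and 1.24 ± 0.257 CPM (SD, n = 3), a log2 fold change of 3.68 (standard error 0.41, adjusted p = 4.4e-07). Wnt6 was at or under 3 counts in every CT-26 culture and at 1.44 ± 0.137 CPM (SD, n = 3) in Colon 26, at least 10.3-fold higher. Wnt10a was at 32.8 ± 0.777 and 71.9 ± 1.37 CPM (SD, n = 3), a log2 fold change of 1.18 (standard error 0.04, adjusted p = 4.2e-14). Wnt10b was at 10.1 ± 1.37 and 60.6 ± 1.80 CPM (SD, n = 3), a log2 fold change of 2.64 (standard error 0.06, adjusted p = 2.5e-15).
The 7 Wnt-upregulated genes compared were DE and higher in Colon 26 cells. Bmp4 was at least 513-fold and Sema3f at least 197-fold higher, against CT-26 cultures at or under 3 counts. The log2 fold changes of the other 5 genes ran from 1.52 for Itga3 to 7.10 for Prkd3. The 4 Wnt-downregulated genes were DE and lower in Colon 26 cells, with log2 fold changes from -1.93 for Mmp13 to -4.89 for Prkd1. The cultures of the 2 cell lines did not overlap in any of the 16 genes, and all 16 were DE in each of the 6 fits that left out 1 culture. The paper selected these genes from its DE genes, so this describes them and is no independent test. The alternative that moved these values most was limma on log2(FPKM + 1), a scale that understates changes of low genes. It gave 2.39 for Wnt5a, and Wnt5b (0.62), Wnt6 (0.75), Nfatc4 (0.52), Pappa2 (-0.14), Prkd1 (-0.75) and Sema3e (-0.24) fell below the minimum fold change. With a pseudocount of 0.1 only Pappa2 (-0.88) did.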

Almost all of these Wnt ligands and Wnt-upregulated genes were upregulated in Colon 26 and all downregulated genes were downregulated in Colon 26 (Fig. 5), showing that Wnt activity in the tumor tissue was higher in Colon 26 than CT-26 and the different Wnt pathway activities play a key role in delineating the two cell lines. In addition, Wnt/β-catenin signaling was statistically significantly enriched in the shared DE genes (*p* = 0.026). 

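In tumors of 100 mm3, 15 of the 16 genes compared changed in the direction given for their class, and 14 of them were DE. Wnt5a was at 1.74 ± 0.601 CPM in CT-26 and 18.1 ± 1.95 CPM in Colon 26 (SD, n = 4 each), a log2 fold change of 3.36 (standard error 0.23, adjusted p = 8.7e-06 from edgeR's quasi-likelihood test). Wnt5b was at 0.199 ± 0.152 and 1.42 ± 0.321 CPM (SD, n = 4), a log2 fold change of 2.82 (standard error 0.57, adjusted p = 0.0031), on at most 9 counts in any CT-26 tumor. Wnt6 was at 0.357 ± 0.154 and 9.50 ± 2.98 CPM (SD, n = 4), a log2 fold change of 4.69 (standard error 0.35, adjusted p = 1.2e-05). Wnt10b was at 10.0 ± 1.21 and 103 ± 5.32 CPM (SD, n = 4), a log2 fold change of 3.35 (standard error 0.09, adjusted p = 1.6e-07). Wnt10a did not differ, at 152 ± 20.1 and 149 ± 16.5 CPM (SD, n = 4), with a log2 fold change of -0.04 (standard error 0.11, adjusted p = 0.8). Its sign changed, to 0.01, when counts were scaled by library size only or tested with limma on FPKM, and no setting called it DE in tumors of any size.
Among the Wnt-upregulated genes, Adamts5 (log2 fold change 2.54), Bmp4 (5.96), Itga3 (1.17), Nfatc4 (1.65), Prkd3 (2.60) and Sema3f (1.17) were DE at 100 mm3. Bmp2 was higher by 0.85 (standard error 0.14, adjusted p = 0.0012), under the minimum fold change. The Wnt-downregulated genes Mmp13 (-1.39), Pappa2 (-2.50), Prkd1 (-2.62) and Sema3e (-2.05) were all DE. In each of the 14 DE genes the tumors of the 2 models did not overlap (exact permutation test, two-sided, p = 0.029 each, the smallest that 4 tumors against 4 allow and the share of genes that chance gives). Each was DE in all 8 fits that left out 1 tumor. With limma on log2(FPKM + 1), Wnt5b (0.60), Adamts5 (0.95), Pappa2 (-0.12), Prkd1 (-0.98) and Sema3e (-0.10) were under the minimum fold change, and with a pseudocount of 0.1 Pappa2 (-0.81) and Sema3e (-0.65) were. From the direction of these genes in Fig. 5, the paper concludes that Wnt activity in the tumor tissue was higher in Colon 26 than in CT-26 and that it sets the 2 cell lines apart.

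**Figure D1:**
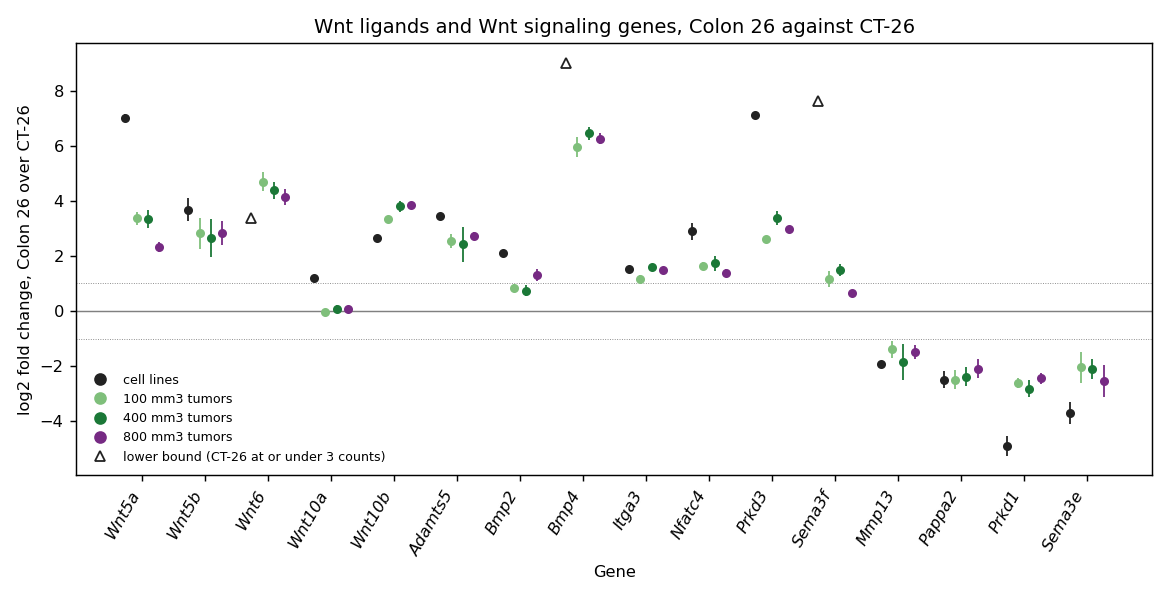
Log2 fold change of Colon 26 over CT-26 (y axis) for 16 Wnt ligands and Wnt-regulated genes (x axis) in the cell lines and in tumors of 3 sizes. Points are estimates from edgeR and bars 1 standard error, triangles are lower bounds where CT-26 was at or under 3 counts, and dotted lines mark the minimum of 1 on either side of 0. Wnt5a fell from 7.01 in the cell lines to 3.36 at 100 mm3, and Wnt10a was near 0 in tumors.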

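The Wnt and Fzd genes and a list of known components of the Wnt/β-catenin pathway stood in for the list of Ingenuity Pathway Analysis. Of 39 components tested in both kinds of comparison, 8 were shared DE genes (odds ratio 2.23, one-sided Fisher's exact test, p = 0.045). They were Axin2, Fzd3, Fzd6, Lef1, Wnt10b, Wnt5a, Wnt5b and Wnt6, of which 5 were higher and 3 lower in Colon 26 cells. All but Axin2 and Lef1 were also counted among the shared axon guidance genes, and the Wnt ligands are ones the paper selected from its DE genes. The test was not repeated without them, so it is not separate from the axon guidance result. With DESeq2, 8 of 68 were shared (odds ratio 1.72, Fisher's exact p = 0.12), and with every gene of the table as background p was 0.0011. Across the 30 fits that each left out 1 library, p ran from 0.017 to 0.054.
Axin2, a target of β-catenin, was at 0.0728 ± 0.0579 CPM in CT-26 and 4.79 ± 0.198 CPM in Colon 26 cultures (SD, n = 3 each), at least 34.3-fold higher. In tumors of 100 mm3 it was at 0.307 ± 0.0806 and 1.75 ± 0.0941 CPM (SD, n = 4), a log2 fold change of 2.47 (adjusted p = 3.3e-05 from edgeR's quasi-likelihood test). Lef1, a transcription factor of the pathway, changed the other way, from 4.67 ± 0.878 CPM in CT-26 to 1.19 ± 0.197 CPM in Colon 26 cultures (SD, n = 3), with log2 fold changes of -1.92 in culture and -2.39 at 100 mm3. With limma on log2(FPKM + 1), Axin2 at 100 mm3 (0.40) and Lef1 in culture (-0.84) were under the minimum fold change. Exons of both genes overlap a gene on the other strand, Gm11670 for Axin2 and Gm43352 for Lef1.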

Previously, the Wnt pathway has been reported to play a role in responses to checkpoint blockades [34]. With these observations from the comparison of CT-26 and Colon 26, we hypothesize that Wnt pathway signaling may explain the differential anti-PD-1 antibody response in CT-26 and Colon 26.

**Fig. 5:**
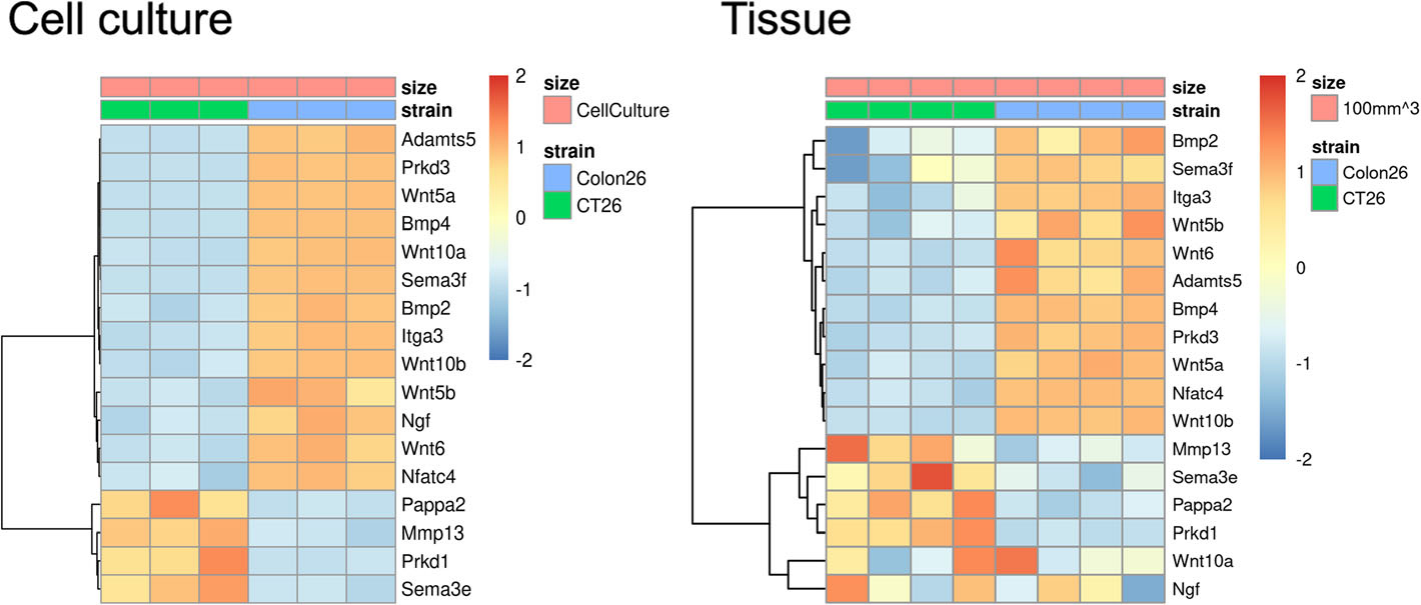
Wnt ligand and Wnt-regulated gene expression. Cell line comparison and comparison of tumors at 100 mm^3^

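The 16 genes were clustered by their Z-scores of log2(FPKM + 1) with the ward.D2 method that the paper names. When the resulting tree was divided into 2 clusters, 6 of 6 cultures fell with their own cell line. In tumors of 100 mm3, 8 of 8 libraries fell with their own model, and the same was found at 400 and 800 mm3. A pseudocount of 0.1 gave the same clusters. The genes were those selected by the paper from its DE genes, so the separation describes these genes and is no test of it.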

## Discussion

In this study, we identified CT-26 and Colon 26 as different sensitive tumor models to anti-PD-1 therapy by in vivo screening and performed deep tumor-immune characterizations of the two syngeneic models to understand determinants driving anti-tumor activities of ICB. CT-26 is a murine colorectal carcinoma derived from BALB/c mice, and the syngeneic tumor model is one of the most commonly used murine solid tumor models and is categorized as a highly immunogenic tumor model [35]. Colon 26 is also a murine colorectal carcinoma derived from BALB/c mice, but the syngeneic tumor model has not been reported as frequently as CT-26 model. For Colon 26 tumor model, its sensitivity to immunotherapies, immune contexture of the TME and the differences from other commonly used murine tumor models has not been fully documented. We evaluated anti-tumor efficacies of anti-mPD-1 and anti-mCTLA-4 mAbs in the CT-26 and Colon 26 tumor bearing mice. Although the same cohort BALB/c mice were used for the efficacy study, sensitivities to anti-PD-1 were different between the models, suggesting that host genetics and microbiota before tumor inoculation do not affect the sensitivities. Multiple studies in a variety of tumor types have found a positive correlation between tumoral PD-L1 expression and ICB response or overall survival, while others have detected no association [3]. PD-1 blockade with pembrolizumab is approved by FDA for non-small-cell lung carcinoma patients whose tumors are positive for PD-L1 expression [36]. However, it’s an imperfect biomarker since in some tumors, such as renal cell carcinoma and first-line bladder cancer [37], there appears to be no correlation between PD-L1 expression and the likelihood of clinical response. In this study, we also performed immunohistochemistry analysis to determine PD-L1 expression level in the tumor (Additional file: Fig. S7), and there was no statistically difference of the expression between CT-26 and Colon 26 tumor tissues. This suggested that tumoral PD-L1 expression may not explain the different sensitivity to anti-mPD-1 mAbs.

In contrast to anti-mPD-1, sensitivities to anti-mCTLA-4 were similar between the models. CTLA-4-blocking antibodies augment the binding of CD80/86 to CD28 rather than to CTLA-4 which triggers T-cell survival and expansion [38]. It also selectively depletes intra-tumoral CTLA-4 expressing Tregs via FcγR dependent mechanisms [39, 40]. At baseline, there was no notable difference of CTLA-4 expressing Tregs in the tumor-bearing mice between the two models. There was also similar expression of Cd80, Cd86, Fcgr1, Fcgr3 and Fcgr4 in the tumor tissues (data not shown). These data may reflect similar sensitivities to anti-mCTLA-4 mAbs between CT-26 and Colon 26 models.

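These 5 genes were compared in tumors of each size by edgeR's quasi-likelihood test, and 0 were DE at any size. Of the 15 comparisons, 6 had an unadjusted p under 0.05. Cd80 (ENSMUSG00000075122.5) lies on chromosome 16 from 38455561 to 38496335. It was also expressed in culture, at 67.4 CPM in CT-26 and 100 CPM in Colon 26 (n = 3 each). Its level in tumors therefore cannot be assigned to immune cells alone. At 100 mm3 it was at 20.9 ± 2.19 CPM in CT-26 and 24.5 ± 1.59 CPM in Colon 26 (SD, n = 4 each), and its log2 fold changes were 0.22, 0.15 and 0.44 at 100, 400 and 800 mm3 (adjusted p = 0.07, 0.62 and 0.018). Cd86 (ENSMUSG00000022901.13), on the same chromosome from 36603869 to 36666081, was at 12.8 ± 3.56 and 15.9 ± 2.16 CPM (SD, n = 4) and changed by 0.30, 0.17 and 0.25 (adjusted p = 0.24, 0.76 and 0.086). Fcgr1 (ENSMUSG00000015947.10), on chromosome 3 from 96282909 to 96293969, was at 90.7 ± 38.8 and 83.6 ± 33.1 CPM (SD, n = 4) and changed by -0.13, 0.18 and 0.32 (adjusted p = 0.79, 0.71 and 0.24).
Fcgr3 (ENSMUSG00000059498.13) and Fcgr4 (ENSMUSG00000059089.4) are paralogs on chromosome 1, from 171051174 to 171064935 and from 171018920 to 171029761, and reads could be split between them. Fcgr3 was at 80.7 ± 14.6 CPM in CT-26 and 109 ± 16.1 CPM in Colon 26 tumors of 100 mm3 (SD, n = 4), with log2 fold changes of 0.42, 0.72 and 0.20 (adjusted p = 0.036, 0.09 and 0.059). Fcgr4 was at 73.8 ± 50.6 and 59.1 ± 45.7 CPM (SD, n = 4), with log2 fold changes of -0.33, -0.55 and 0.09 (adjusted p = 0.71, 0.43 and 0.78). In every one of the 15 comparisons the tumors of the 2 models overlapped.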

We found that baseline immune population in the tumor was different between CT-26 and Colon 26. Compared to Colon 26 tumors, CT-26 tumors were more infiltrated by not only CD45+ immune cells but also anti-tumor immune cells including CD8 + T cells, NK cells and DCs. Chemokines can determine the distribution of immune cells in the tumor. CXC-chemokine receptor 3 (CXCR3) and its ligands CXC-chemokine ligand 10 (CXCL10) and CXCL11 have a key role in driving the trafficking of Th1 cells, CD8+ T cells and NK cells into the TME [41]. Our data showed that gene expression levels of Cxcl10 and Cxcl11 in the 100 mm^3^ CT-26 tumors are higher than Colon 26 (Additional file: Fig. S8). This may reflect more CD8+ T cells and NK cells infiltration to the CT-26 tumor than Colon 26.

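Cxcl10 (ENSMUSG00000034855.13) lies on chromosome 5 of GRCm38 from 92346638 to 92348889, and Cxcl11 (ENSMUSG00000060183.6), annotated as a polymorphic pseudogene, lies next to it from 92359544 to 92365485. Exons of both overlap a gene on the other strand, Art3 for Cxcl10 and Gm2673 for Cxcl11, so reads could be shared. Fig. S8 draws 4 CT-26 tumors and 3 Colon 26 tumors, whose values match tumors b, c and d of the 4 Colon 26 tumors at this size. Levels were computed as log2 of DESeq2-normalized counts with a pseudocount of 0.5.
Over the tumors drawn, Cxcl10 was at 11.01 ± 0.63 (SD, n = 4) in CT-26 and 9.42 ± 0.41 (SD, n = 3) in Colon 26 (exact permutation test, two-sided, p = 0.029). Its log2 fold change was -1.66 (standard error 0.36, adjusted p = 0.0075 from edgeR's quasi-likelihood test). Cxcl11 was at 8.80 ± 0.80 (SD, n = 4) and 7.63 ± 0.97 (SD, n = 3) (exact permutation test, p = 0.14). Its log2 fold change over these tumors was -1.14 (standard error 0.52, adjusted p = 0.12), and it was not DE.
Over all 4 Colon 26 tumors, Cxcl10 was at 9.04 ± 0.84 (SD, n = 4), with a log2 fold change of -1.92 (standard error 0.43, adjusted p = 0.0055), and the tumors of the 2 models did not overlap (exact permutation test, p = 0.029, the smallest for 4 tumors against 4). It was DE in all 8 fits that left out 1 tumor, with log2 fold changes of -2.13 to -1.56. Cxcl11 was at 7.17 ± 1.22 (SD, n = 4), with a log2 fold change of -1.44 (standard error 0.58, adjusted p = 0.068). The tumors overlapped for Cxcl11 (exact permutation test, p = 0.086), and it was DE in 4 of the 8 fits that left out 1 tumor, with log2 fold changes of -1.85 to -1.05. Colon 26 tumor a, which Fig. S8 does not draw, had the lowest values, 7.89 for Cxcl10 and 5.78 for Cxcl11, and the paper gives no reason for leaving it out. Both genes were lower in Colon 26 over both sets of tumors, and the call of Cxcl11 as DE held only over all 4.
The adjusted p of Cxcl11 ran from 0.017 with all 30 libraries in one fit to 0.17 without CT-26 tumor b. It was not DE with limma on log2(FPKM + 1) or on log2(FPKM + 0.1), or at an adjusted p of 0.05. The receptor Cxcr3 had a log2 fold change of -0.86 (adjusted p = 0.013), under the minimum fold change.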

Despite growing literature reports supporting the association between mutational burden and immune checkpoint therapy response, tumor mutational burden had poor predictive power to differentiate complete or partial response from progressive disease as a single variable [42]. In this study, Colon 26 has higher TMB than CT-26. Thus, TMB cannot explain the differential anti-mPD-1 sensitivity for our two tumor models. Nevertheless, we cannot ruled out other genetic features beyond mutational burden—such as genetic driver events, intra-tumoral heterogeneity, and mutational signatures—may affect response to immune checkpoint blockade [42].

Colorectal cancer (CRC) is the third most predominant cancer throughout the world [43]. Sonic Hedgehog, Wnt/ß-catenin, TGF-ß/SMAD, EGFR and Notch pathways are the major pathways that could be targeted for CRC therapy [43]. MSI-positive CRC patients have demonstrated positive response with ICB therapy [1]. 

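Msh6 (ENSMUSG00000005370.3, chromosome 17 of GRCm38 from 87975062 to 87990892) is a DNA mismatch repair gene. In culture it was at 62.3 ± 1.35 CPM in CT-26 and 120 ± 2.26 CPM in Colon 26 (SD, n = 3 each), a log2 fold change of 0.99 (standard error 0.03, adjusted p = 5.3e-14 from edgeR's quasi-likelihood test). At 100 mm3 it was at 125 ± 10.6 and 163 ± 9.89 CPM (SD, n = 4), and its log2 fold changes at 100, 400 and 800 mm3 were 0.38, 0.21 and 0.21 (adjusted p = 0.0028, 0.07 and 0.036). It did not reach the minimum log2 fold change of 1 in any of the 4 comparisons. In the cell lines it lay just below it and passed it with DESeq2 (1.00), library size only (1.01), no filter (1.06) and limma on log2(FPKM + 0.1) (1.00), and in 3 of the 6 fits that left out 1 culture. Exons of Msh6 overlap those of Fbxo11 on the other strand.
Of 4 other mismatch repair genes, Mlh3 was DE in all 4 comparisons and lower in Colon 26, with log2 fold changes of -2.97 in culture and -2.13, -2.33 and -2.31 in tumors. In culture it was at 47.5 ± 0.740 CPM in CT-26 and 5.83 ± 0.417 CPM in Colon 26 (SD, n = 3). Msh3 (-0.23 in culture and -0.58 to -0.53 in tumors), Pms1 (-0.45 and -0.73 to -0.62) and Pms2 (0.36 and -0.25 to 0.03) were under the minimum fold change. Exons of Msh3, Pms1 and Pms2 overlap those of other genes.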

We examined a few MMR related genes expression and found that MLH1 and MSH6 gene expression were higher in Colon 26 cell and tissue than CT-26, suggesting MMR difference might not explain differential anti-PD1 response. However, further investigation will be needed to clarify the difference of MMR gene expression leads to functional effects on MMR.

Interestingly, our transcriptome analysis highlighted Wnt pathway as one of the most distinct features between CT-26 and Colon 26. 

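The same 16 Wnt ligands and Wnt-regulated genes were compared in larger tumors, where all 16 changed in the direction of their class. At 400 mm3 14 were DE, with Wnt10a (log2 fold change 0.08, standard error 0.14, adjusted p = 0.65) and Bmp2 (0.74, standard error 0.20, adjusted p = 0.017) not called by edgeR's quasi-likelihood test. At 800 mm3 14 were DE, all but Wnt10a (0.06, standard error 0.07, adjusted p = 0.47) and Sema3f (0.64, standard error 0.11, adjusted p = 9.4e-04). Wnt5a was higher by 3.33 (standard error 0.33, adjusted p = 8.5e-05) at 400 mm3 and by 2.32 (standard error 0.18, adjusted p = 4.4e-06) at 800 mm3. Wnt5b was higher by 2.65 and 2.82, Wnt6 by 4.38 and 4.14, and Wnt10b by 3.80 and 3.84.
The tumors of the 2 models overlapped for 2 of the DE genes. Mmp13 at 400 mm3 changed by -1.84 (standard error 0.65, adjusted p = 0.046, exact permutation p = 0.11) and was DE in 6 of the 8 fits that left out 1 tumor, and limma did not call it at either pseudocount. Sema3e at 800 mm3 changed by -2.55 (standard error 0.58, adjusted p = 0.004, exact permutation p = 0.057). With limma on log2(FPKM + 1), Wnt5b (0.57 and 0.65), Pappa2 (-0.13 and -0.11) and Sema3e (-0.12 and -0.16) were under the minimum fold change at both sizes, and at 800 mm3 so were Adamts5 (0.98), Nfatc4 (0.85) and Prkd1 (-0.90). With a pseudocount of 0.1, Pappa2 (-0.83 and -0.72) and Sema3e (-0.75 and -0.91) were.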

Wnt signaling has been shown to play a major role in regulating the immune tolerance against tumors [34]. Excluding immune cell (mainly CTL) infiltration into the TME constitutes a prominent mechanism of Wnt-mediated immuno-evasion in different types of cancer, mainly melanomas [14]. Activation of Wnt/β-catenin pathway in cancer cells inhibits secretion of CCL4 that is required for the recruitment of BATF-3 dependent dendritic cells to the tumor micro-environment, resulting in reduced levels of DC-derived CXCL10 and limited CD8+ CTL infiltration and cross-priming [14]. 

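Dendritic cells and CD8 T cells were counted by flow cytometry, which is not analysed here. In RNA from tumors of 100 mm3, Cxcl10 was at 79.3 ± 37.2 CPM in CT-26 and 21.0 ± 10.0 CPM in Colon 26 (SD, n = 4 each). Xcr1 (ENSMUSG00000060509.4, chromosome 9 of GRCm38 from 123852315 to 123862029) encodes a chemokine receptor of dendritic cells. It was at 2.78 ± 3.03 CPM in CT-26 and 0.925 ± 0.702 CPM in Colon 26 (SD, n = 4), a log2 fold change of -1.58 (standard error 0.79, adjusted p = 0.13 from edgeR's quasi-likelihood test), and it was not DE. The single CT-26 tumors were at 0.802, 7.29, 1.72 and 1.30 CPM and the Colon 26 tumors at 0.194, 1.87, 0.936 and 0.702 CPM, so the models overlapped (exact permutation test, two-sided, p = 0.26). With each tumor left out in turn, the log2 fold change ran from -2.21 to -0.45 and passed both thresholds in 2 of 8 fits. The adjusted p ran from 0.052 to 0.38 over the alternatives, and Xcr1 was DE with DESeq2 and with all 30 libraries in one fit.

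**Figure D2:**
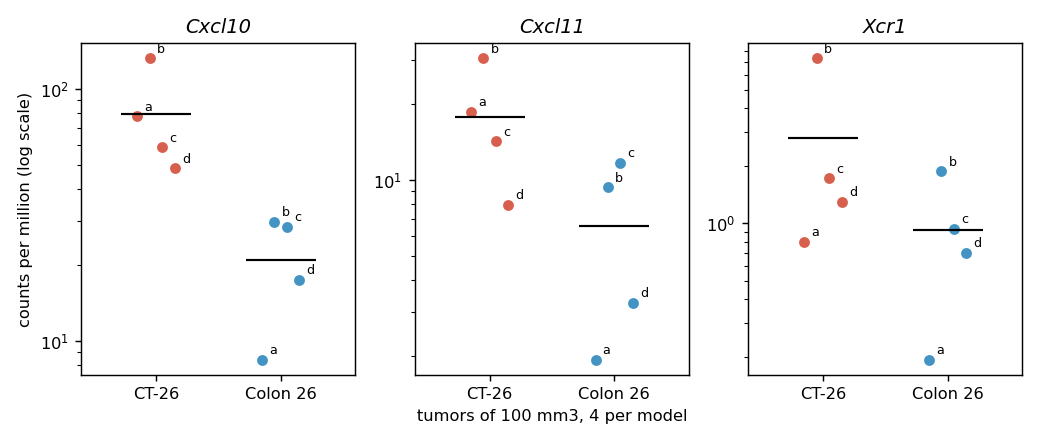
CPM (y axis, log scale) of Cxcl10, Cxcl11 and Xcr1 in single CT-26 and Colon 26 tumors of 100 mm3 (x axis, n = 4 per model). Points are tumors a to d and horizontal lines their means. The 4 Colon 26 tumors sit below the 4 CT-26 tumors for Cxcl10, and the models overlap for Cxcl11 and Xcr1.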

In consistent with this mechanism, we also observed less infiltration of dendritic cells and CD8+ T cells, as well as low expression of Cxcl10 and Xcr1 (a marker for cross-presenting CD8α + DCs) in Colon 26 tumor tissues (100 mm^3^) than CT-26.It’s been reported that the lack of effector cells into the TME, as typically observed in tumor with active canonical Wnt signaling, is possibly a main cause of primary resistance to cancer immunotherapies with ICB [34]. In mouse melanoma models, tumor-intrinsic active β-catenin signaling results in T-cell exclusion and resistance to combination of anti-PD-L1 and anti-CTLA-4 mAbs [14]. Conversely, RNAi mediated β-catenin inhibition increased T cell infiltration in ICB-refractory syngeneic mouse melanoma tumors [44]. Our study provides additional evidence and supports the potential resistance mechanism in mouse colon models.

With these observation from the comparison of CT-26 and Colon 26, we hypothesize that Wnt pathway signaling may explain the differential anti-PD-1 antibody response in CT-26 and Colon 26. Colon 26 might be resistant to anti-PD-1 therapy, because of high Wnt activity in the tumor tissue and excluded immune cells, while CT-26 might be sensitive to the therapy, because of low Wnt activity and a failure to exclude immune cells. In our study, we did not test the impact of Wnt signal inhibition on sensitivity to anti-PD-1 in Colon 26. In order to validate our Wnt hypothesis, we will need to generate β-catenin knock-out Colon 26 and compare sensitivity to anti-PD-1 treatment in the knock-out and the parental Colon 26 tumor bearing mice or test inhibitors of Wnt ligand secretion, such as LGK-974 [44], by combining with anti-PD-1 treatment in Colon 26 tumor models. Unlike anti-PD-1, there was no notable different sensitivity to anti-CTLA-4. We also need further investigation on whether Wnt pathway in the tumor will specifically affect sensitivity to anti-PD-1 therapy or not.

## Conclusions

We evaluated anti-tumor effect of ICB in CT-26 and Colon 26 tumor bearing mice and found that CT-26 tumor bearing mice were more sensitive to anti-PD1 therapy than Colon 26. We profiled the genomic and genetic expression and cellular phenotype in both syngeneic models and found that CT-26 was a “hot” tumor type with more tumor-infiltrating immune cells than Colon 26 and that axon guidance signaling with Wnt molecules were highlighted in Colon 26 more than CT-26. Based on these observation and previous reports, Wnt pathway may explain different anti-tumor activity between CT-26 and Colon 26 syngeneic tumor models. Our approach to focus on preclinical tumor models with similar genetic background but different sensitivity to anti-PD-1 therapy would contribute to understanding mechanism of anti-PD-1 response more clearly and to generating a novel concept to synergize anti-tumor activity of anti-PD-1and to target anti-PD-1 non-responder patients.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

**Additional file 6.**

**Additional file 7.**

**Additional file 8.**

**Additional file 9.**

## Data Availability

RNA-seq data is available from Gene Expression Omnibus database (NCBI) with accession number GSE185023 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185023).WES data is available from Sequence Read Archive (SRA) with accession number PRJNA767812 (https://www.ncbi.nlm.nih.gov/sra/PRJNA767812).

## Abbreviations

BATF-3: Basic leucine zipper transcription factor ATF-like 3
CCL: C-C-ligand
cDNA: complementary deoxyribonucleic acid
CDS: Coding sequence
CRC: Colorectal cancer
CTL: Cytotoxic T lymphocytes
CTLA-4: Cytotoxic T lymphocyte-associated antigen 4
CXCL: CXC-chemokine ligand
CXCR: CXC-chemokine receptor
DCs: Dendritic cells
DE: Differentially expressed
dsDNA: double stranded deoxyribonucleic acid
EGFR: Epidermal growth factor receptor
FBS: Fatal bovine serum
FcγR: Fcγ receptor
FDA: Food and drug administration
IACUC: Institutional Animal Care and Use Committees
ICB: Immune checkpoint blockade
JAK: Janus kinase
mAb: monoclonal antibody
MAPK: Mitogen-activated protein kinase
MHC: Major histocompatibility complex
MMR: Mismatch repair
MSI: Microsatellite instability
NF-κB: nuclear factor-κB
NK cells: Natural killer cells
NSCLC: Non-small cell lung cancer
nsSNVs: non-synonymous single nucleotide variants
PBS: Phosphate-buffered saline
PCR: Polymerase chain reaction
PD-1: Programmed cell death protein 1
PD-L1: Programmed death-ligand 1
RNA: Ribonucleic acid
SEM: Standard error of the mean
SNPs: Single nucleotide polymorphisms
STAT3: Signal transducer and activator of transcription 3
Th1: T helper 1
TME: Tumor-micro-environment
TMB: Tumor mutation burden
Tregs: Regulatory T cells

# Supplementary material for: Tumor-immune profiling of CT-26 and Colon 26 syngeneic mouse models reveals mechanism of anti-PD-1 response
**Source:** BMC Cancer. 2021 Nov 13;21:1222. doi: 10.1186/s12885-021-08974-3
**Supplement:** Supplementary file 1 — Additional file 1.

## CT-26

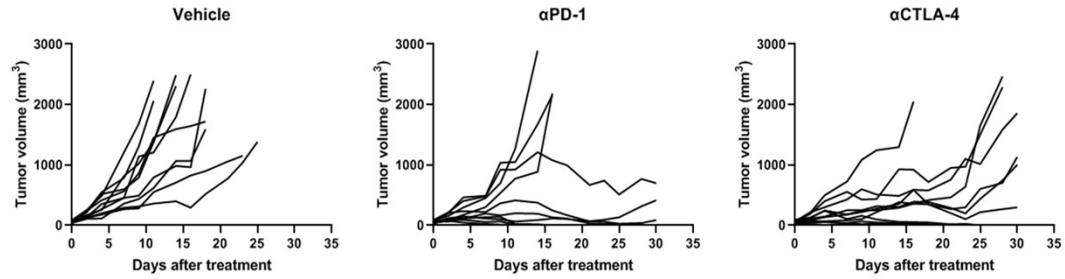

## Colon 26

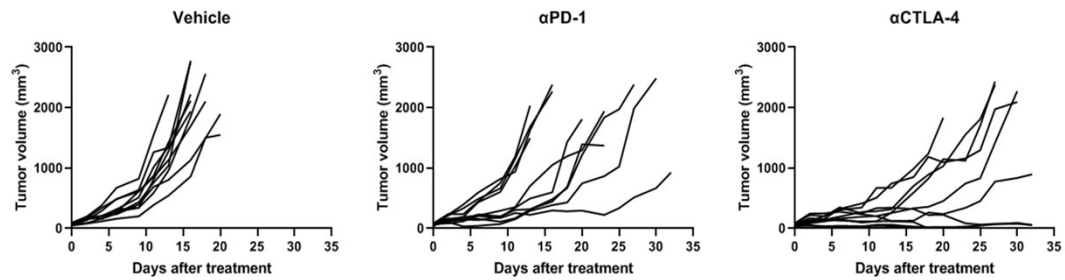

**Figure S1. Different sensitivities to anti-PD-1 and anti-CTLA-4 checkpoint blockades in CT-26 and Colon 26 tumor-bearing mice**

Spider plots of CT-26 and Colon 26 tumor volume for individual mice treated with vehicle (PBS), anti-PD-1 mAbs and anti-CTLA-4 mAbs

# Supplementary material for: Tumor-immune profiling of CT-26 and Colon 26 syngeneic mouse models reveals mechanism of anti-PD-1 response
**Source:** BMC Cancer. 2021 Nov 13;21:1222. doi: 10.1186/s12885-021-08974-3
**Supplement:** Supplementary file 2 — Additional file 2.

A

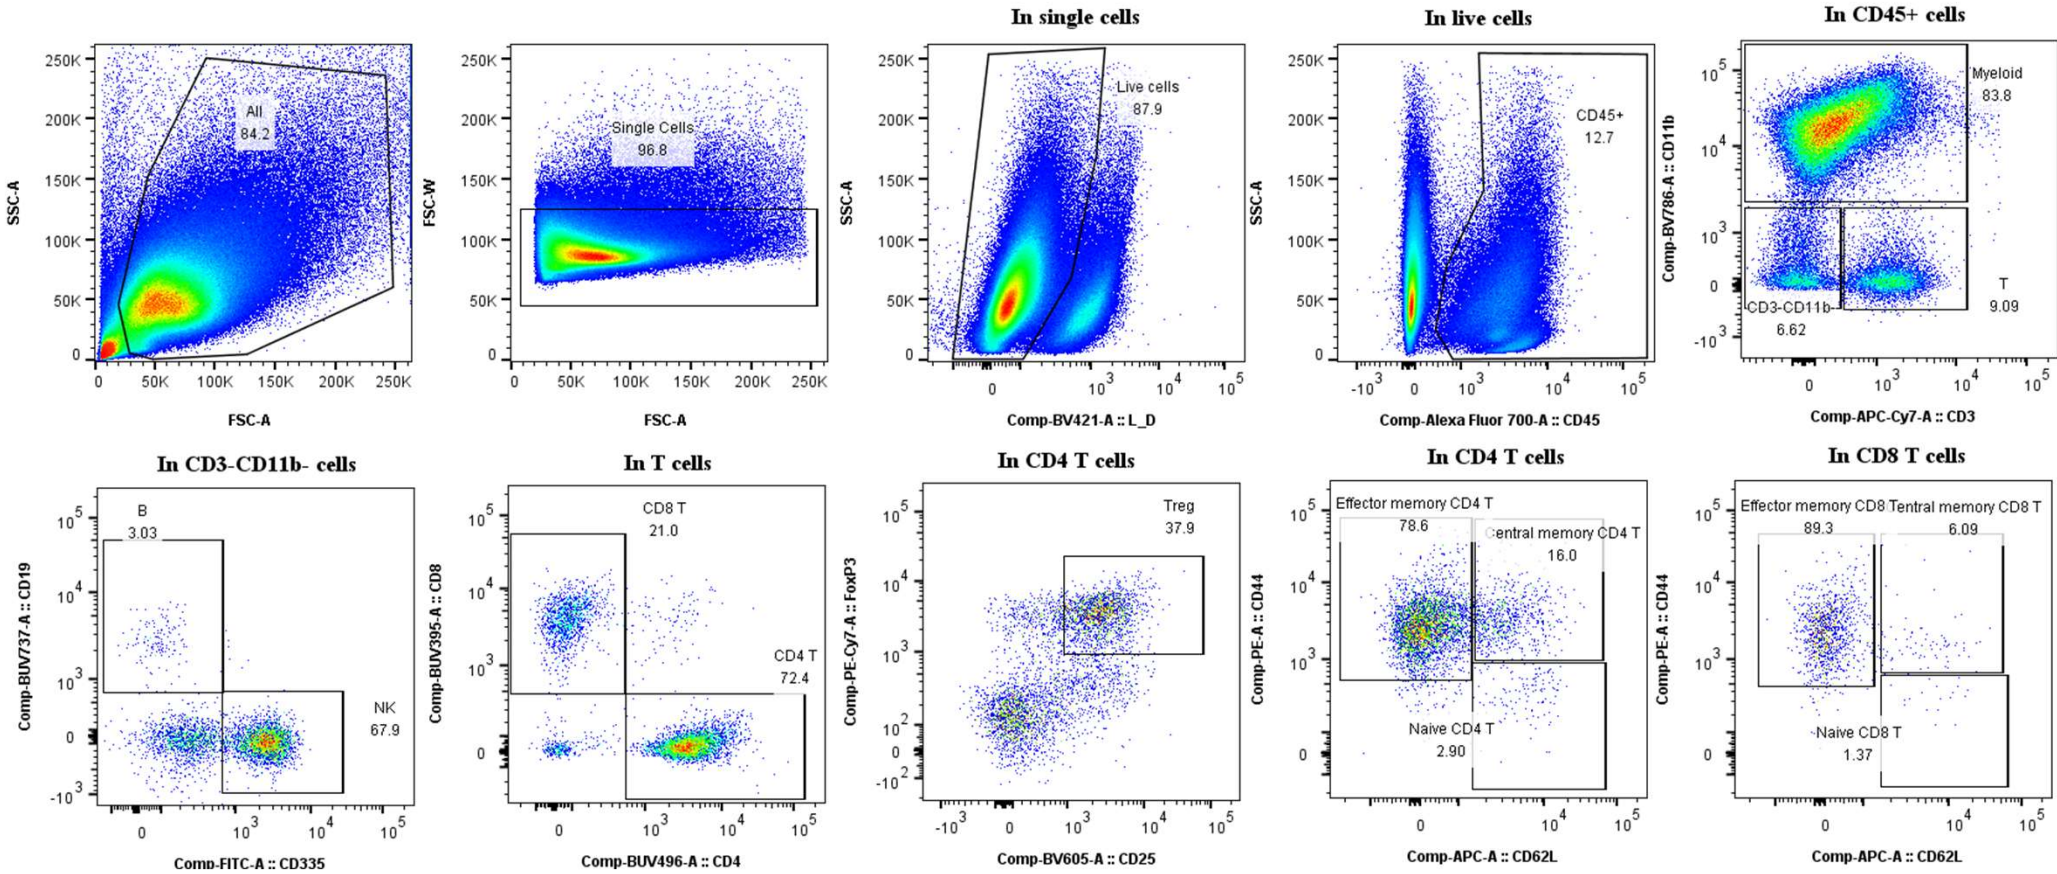

B

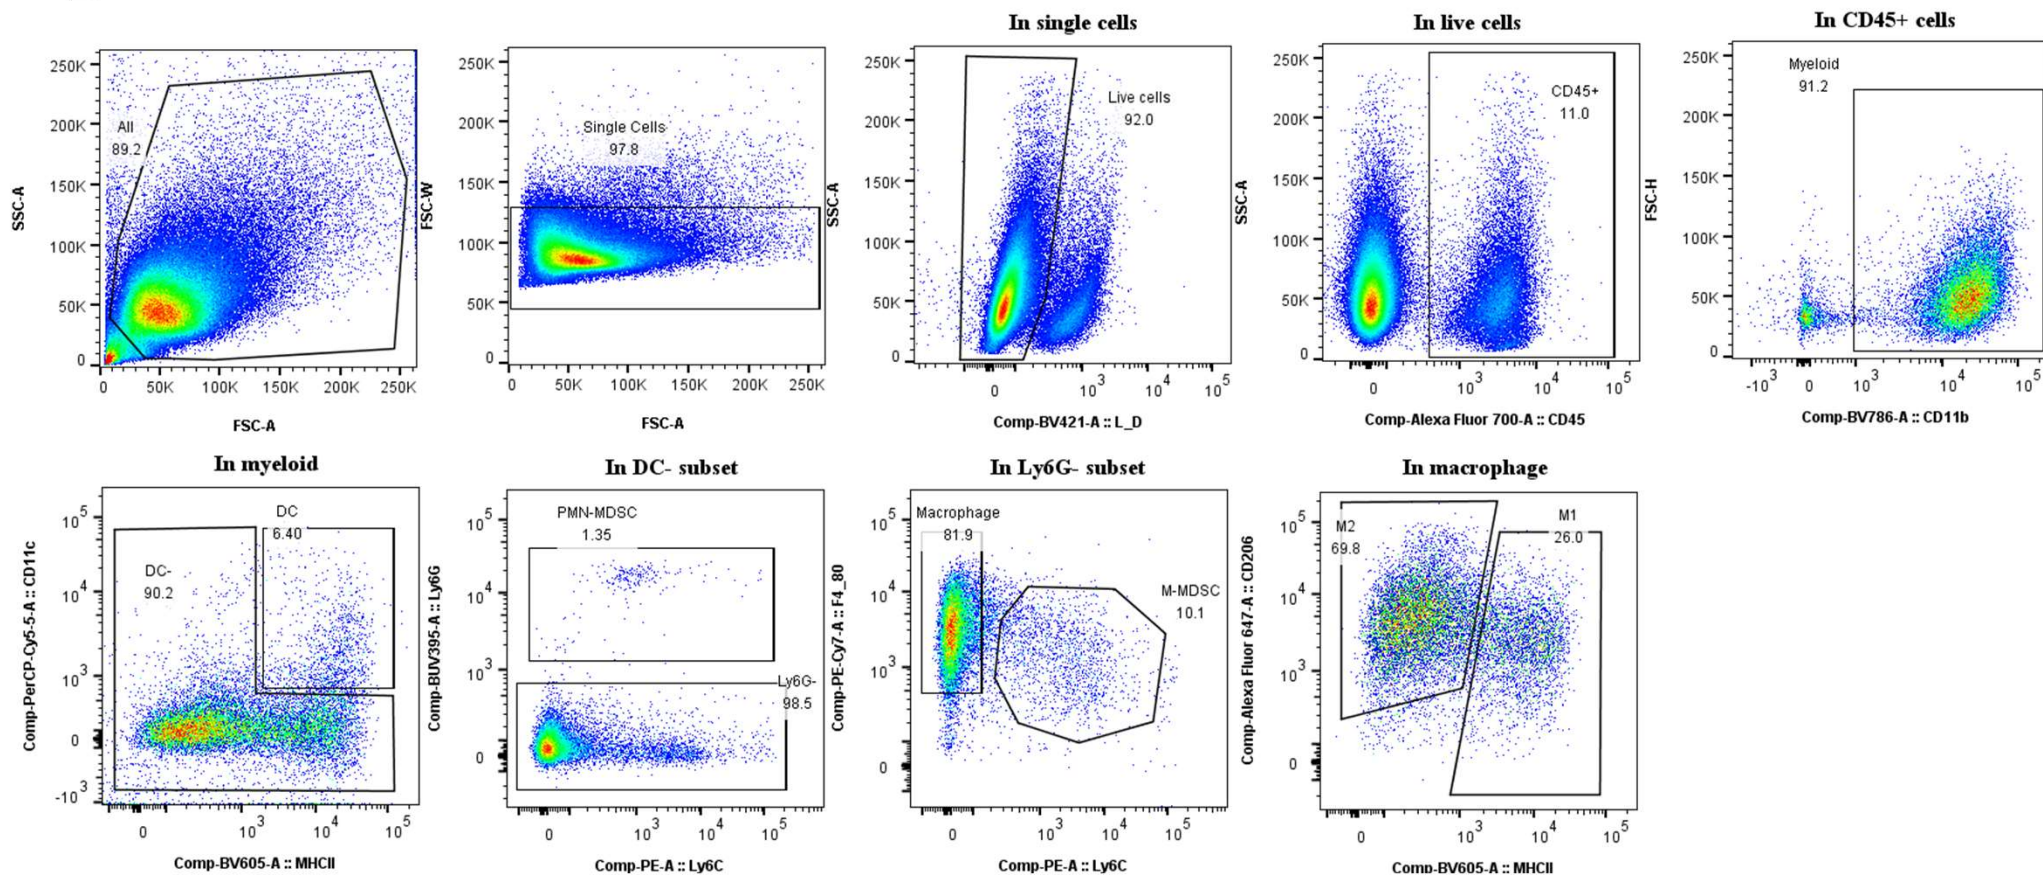

Figure S2. Flow cytometry gating strategy for tumor-infiltrating immune cells analysis

(A) Panel for lymphocytes and (B) panel for myeloid cells

# Supplementary material for: Tumor-immune profiling of CT-26 and Colon 26 syngeneic mouse models reveals mechanism of anti-PD-1 response
**Source:** BMC Cancer. 2021 Nov 13;21:1222. doi: 10.1186/s12885-021-08974-3
**Supplement:** Supplementary file 3 — Additional file 3.

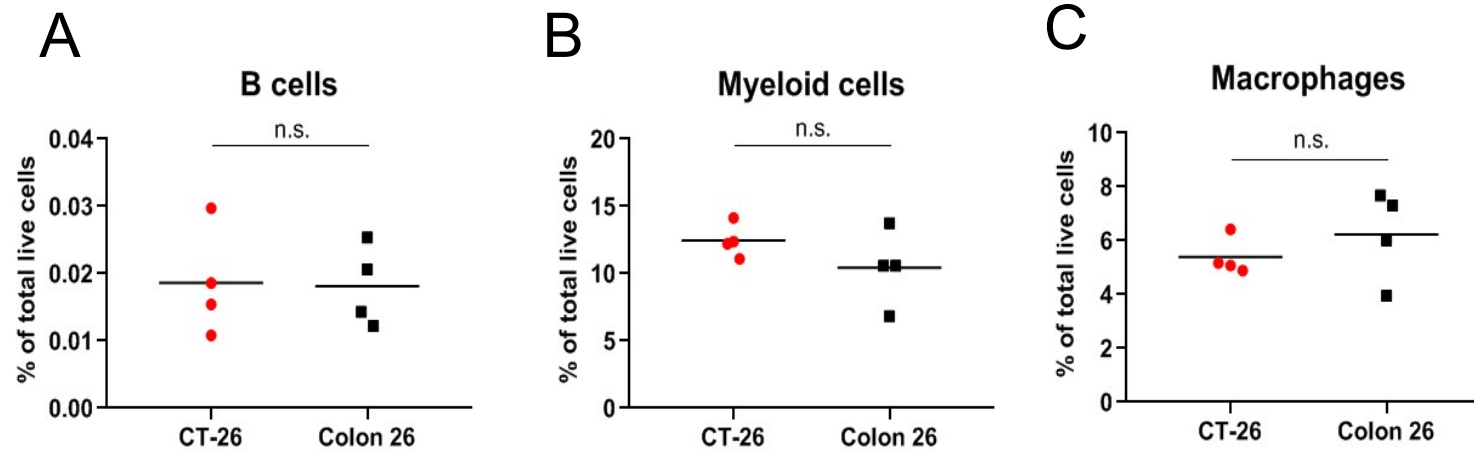

**Figure S3. No difference of frequencies of B cells, myeloid cells and macrophages between CT-26 and Colon 26 tumor tissues.**

BALB/c mice were inoculated with  $3 \times 10^5$  CT-26 or Colon 26 cells. When the tumor volume reached approximately  $100 \text{ mm}^3$ , tumor tissues were harvested, dissociated into single cells and analyzed by flow cytometry. All data are represented as percent of total live cells, which include both tumor cells and immune cells. Quantification of (A) B cells (CD45<sup>+</sup> CD3<sup>-</sup> CD11b<sup>-</sup> CD335<sup>-</sup> CD19<sup>+</sup>), (B) Myeloid cells (CD45<sup>+</sup> CD11b<sup>+</sup>) and (C) Macrophage (CD45<sup>+</sup> CD11b<sup>+</sup> CD11c<sup>-</sup> Ly6G<sup>-</sup> Ly6C<sup>-</sup> F4/80<sup>+</sup>). Means of each immune population are indicated as bars. n.s., nonsignificant

# Supplementary material for: Tumor-immune profiling of CT-26 and Colon 26 syngeneic mouse models reveals mechanism of anti-PD-1 response
**Source:** BMC Cancer. 2021 Nov 13;21:1222. doi: 10.1186/s12885-021-08974-3
**Supplement:** Supplementary file 4 — Additional file 4.

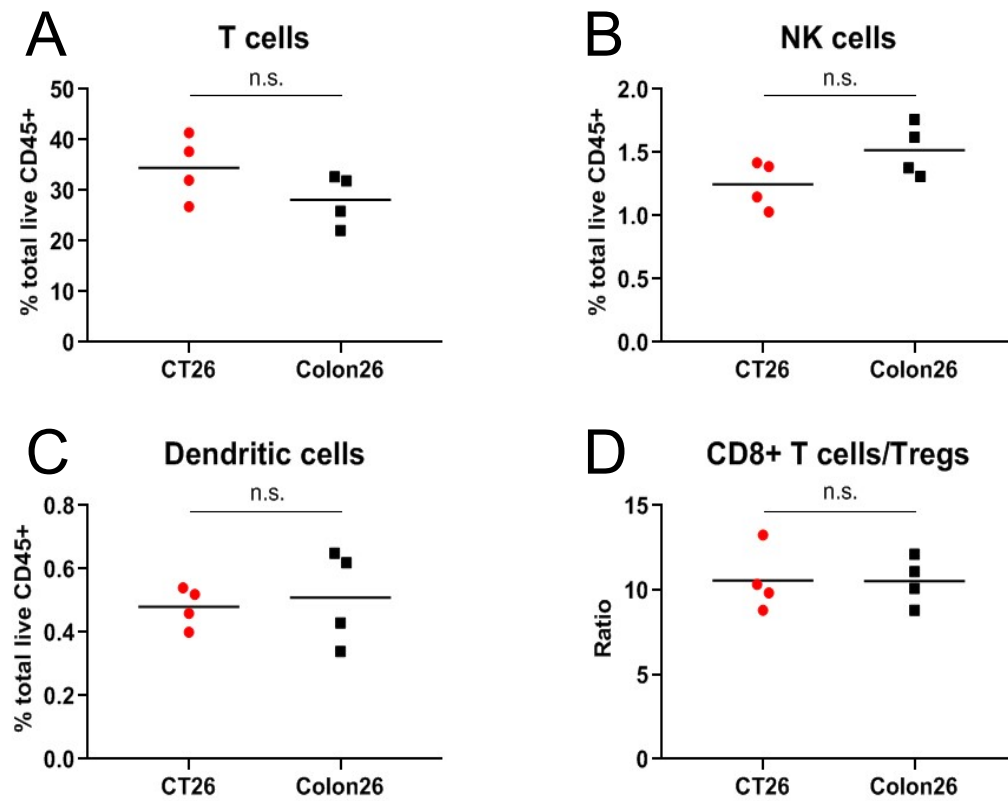

**Figure S4. No difference of frequencies of T cells, NK cells and dendritic cells and ratio of CD8+ T cells to Tregs in the peripheral blood between CT-26 and Colon 26 tumor bearing mice.**

BALB/c mice were inoculated with  $3 \times 10^5$  CT-26 or Colon 26 cells. When the tumor volume reached approximately  $100 \text{ mm}^3$ , peripheral blood was collected, lysed and analyzed by flow cytometry. All data are represented as percent of total live CD45+ cells. Quantification of (A) T cells, (B) NK cells, (C) dendritic cells and (D) ratio of CD8+ T cells to Tregs. Means of each immune population are indicated as bars. n.s., nonsignificant

# Supplementary material for: Tumor-immune profiling of CT-26 and Colon 26 syngeneic mouse models reveals mechanism of anti-PD-1 response
**Source:** BMC Cancer. 2021 Nov 13;21:1222. doi: 10.1186/s12885-021-08974-3
**Supplement:** Supplementary file 5 — Additional file 5.

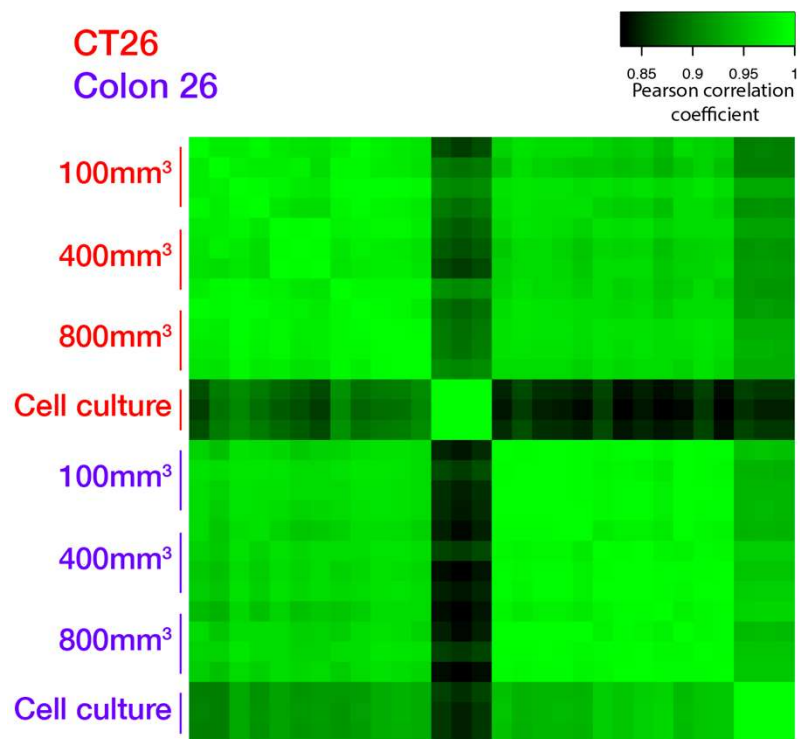

**Figure S5. Correlations of gene expression levels in all RNA-seq samples.**

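Each cell of this heatmap is the correlation of the expression levels of 2 libraries over genes, so cells on the diagonal compare a library with itself and the 2 sides of the diagonal are mirror images. The paper's text does not name the scale of the expression levels or the kind of correlation. With log2 CPM on TMM-normalized library sizes, mean Pearson correlations were 0.870 between CT-26 cultures and CT-26 tumors, 0.875 between Colon 26 cultures and Colon 26 tumors, and 0.944 between tumors of the 2 models. With Spearman correlations of FPKM they were 0.878, 0.882 and 0.920. The order of the 3 means was the same on both scales.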

Row and columns are in the same order.

# Supplementary material for: Tumor-immune profiling of CT-26 and Colon 26 syngeneic mouse models reveals mechanism of anti-PD-1 response
**Source:** BMC Cancer. 2021 Nov 13;21:1222. doi: 10.1186/s12885-021-08974-3
**Supplement:** Supplementary file 6 — Additional file 6.

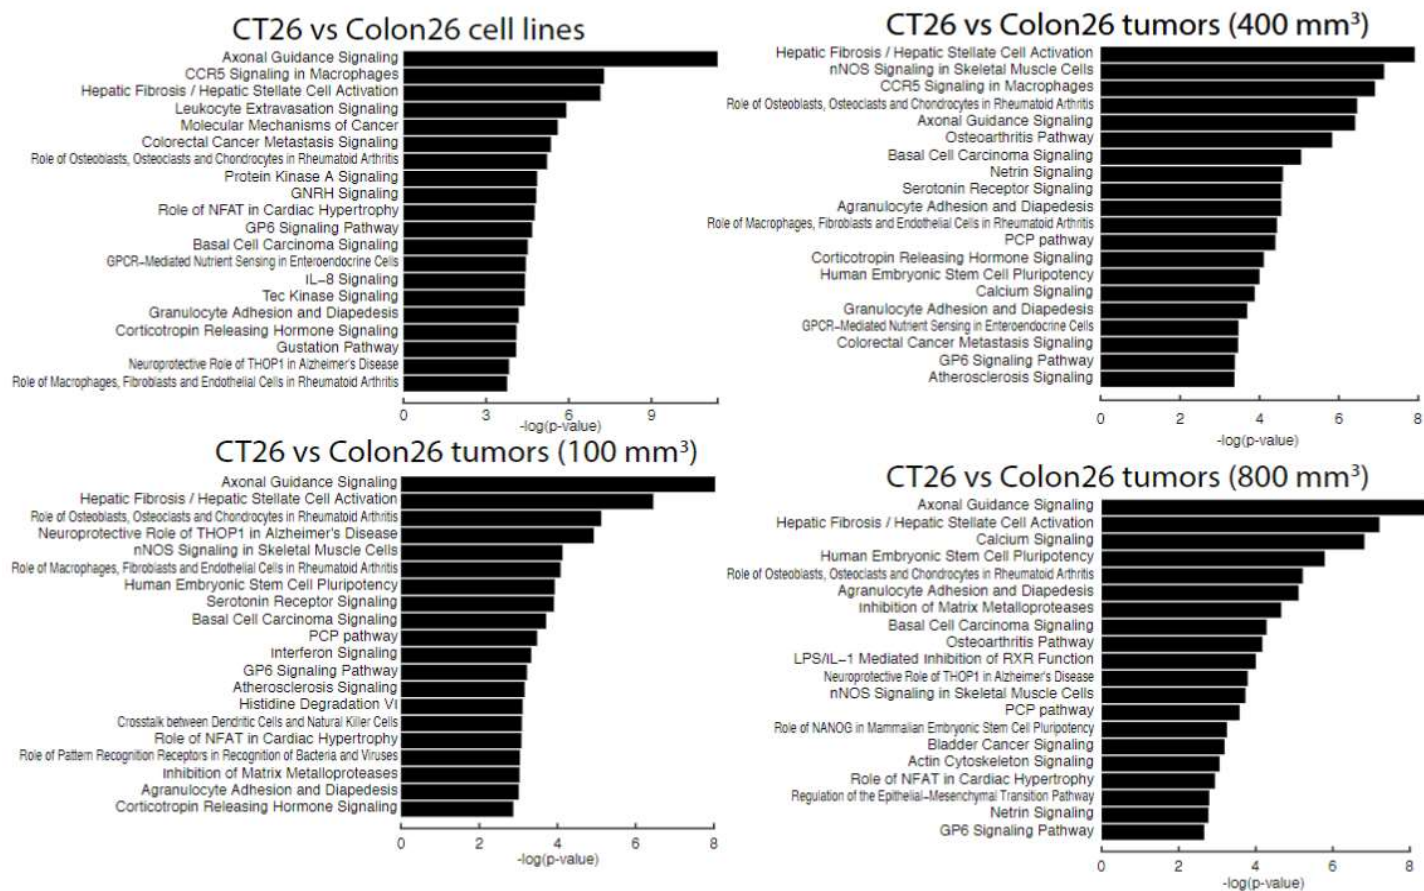

**Figure S6. Canonical pathway analysis of differentially expressed genes categorized according to their sources.**

# Supplementary material for: Tumor-immune profiling of CT-26 and Colon 26 syngeneic mouse models reveals mechanism of anti-PD-1 response
**Source:** BMC Cancer. 2021 Nov 13;21:1222. doi: 10.1186/s12885-021-08974-3
**Supplement:** Supplementary file 7 — Additional file 7.

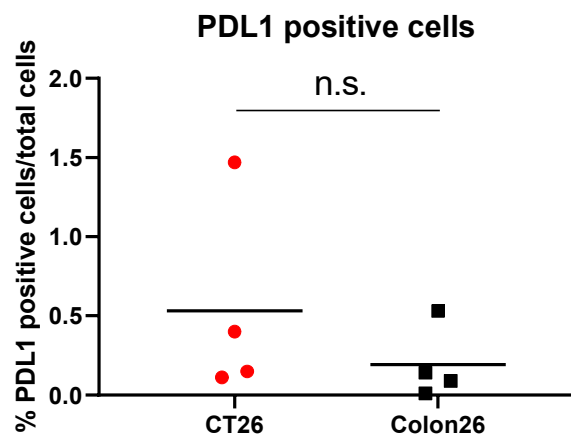

**Figure S7. No difference of PDL1 positive cells between CT-26 and Colon 26 tumor tissues.**

BALB/c mice were inoculated with  $3 \times 10^5$  CT-26 or Colon 26 cells. When the tumor volume reached approximately  $100 \text{ mm}^3$ , tumor tissues were harvested. Immunohistochemistry analysis was performed on fixed and paraffin embedded tumor samples. Means are indicated as bars. n.s., nonsignificant

# Supplementary material for: Tumor-immune profiling of CT-26 and Colon 26 syngeneic mouse models reveals mechanism of anti-PD-1 response
**Source:** BMC Cancer. 2021 Nov 13;21:1222. doi: 10.1186/s12885-021-08974-3
**Supplement:** Supplementary file 8 — Additional file 8.

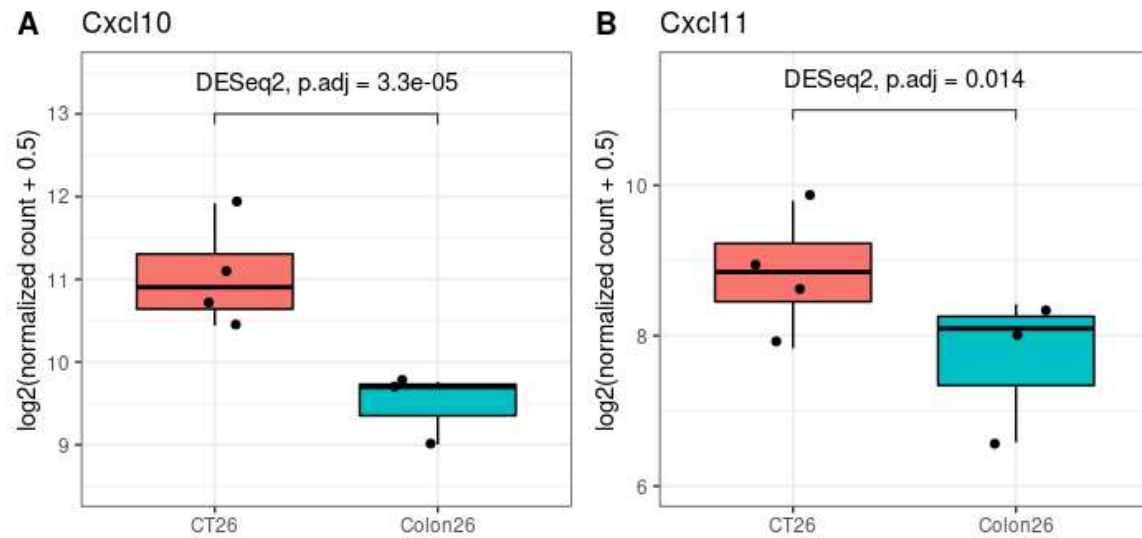

**Figure S8. Differential expression of Cxcl10 and Cxcl11 genes between CT-26 and Colon 26 tumor tissues.**

BALB/c mice were inoculated with  $3 \times 10^5$  CT-26 or Colon 26 cells. When the tumor volume reached approximately  $100 \text{ mm}^3$ , tumor tissues were harvested. 

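This figure shows the levels of Cxcl10 and Cxcl11 in single tumors of the 2 models. On the scale of log2 DESeq2-normalized counts, the 4 CT-26 tumors ran from 10.41 to 11.86 for Cxcl10 and from 7.81 to 9.74 for Cxcl11. The 3 Colon 26 tumors drawn ran from 8.95 to 9.69 for Cxcl10 and from 6.52 to 8.35 for Cxcl11.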

Total RNA was purified and RNA-seq was performed.

How the deposited data were processed for this re-analysis (not part of the article)

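Gene expression was measured by RNA-seq in 30 libraries, 3 cultures each of the CT-26 and Colon 26 cell lines and 4 tumors of each model at 100, 400 and 800 mm3. The samples were assigned to 8 groups from their labels, which give the model, the tissue and the volume of each tumor. The labels carry no replicate numbers, and the letters a to d used for replicates are only names. The tumors were taken as untreated because no label names an antibody for any sample, although the treatment text of the labels describes antibody dosing. This was not checked further, and the comparisons of tumors rest on it. Treatment with antibodies and the flow cytometry, exome and histology experiments were not analysed here.

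The authors aligned the reads and counted them on genes of Ensembl release 78 with Array Studio, and combined the runs of a library. The paper's text does not name the aligner, the genome build or the handling of strand. They deposited the estimated counts of each gene and library, which are not normalized, and which are not whole numbers in 23.0% of the non-zero values. They also deposited FPKM, which for most genes with many counts equals the count divided by the library total and the gene length. No column of values of a single library was left unused (0 columns).

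The estimated counts were rounded to whole numbers, although the designs written beforehand spoke of raw counts. Colon 26 was compared with CT-26 by edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, with limma 3.58.1), with TMM normalization, edgeR's filter on low counts and Benjamini-Hochberg adjustment over the genes tested. Only the libraries of the comparison entered each fit. The thresholds were those of the paper, an adjusted p of at most 0.1 and an absolute log2 fold change of at least 1. The paper used DESeq2, which was run here in version 1.42.0 with default parameters as an alternative. Standard errors of log2 fold changes were derived from the F statistic of each gene. Changes of the model difference between tissues or sizes were tested as interaction terms of the same model over the libraries concerned.

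Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Single values were compared by two-sided exact permutation tests, which cannot give a p under 0.10 for 3 libraries against 3 or under 0.029 for 4 against 4. Gene families were tested by one-sided Fisher's exact tests, with the genes tested in the comparisons as background. Correlations of libraries were computed on log2(FPKM + 1). Marker scores were means of log2 CPM with a prior count of 2, over lists written by hand, and their p-values were adjusted over the 36 tests of 12 immune lists at 3 sizes. Gene symbols and coordinates were taken from the GENCODE annotation of GRCm38, in which 52207 of the 53431 identifiers (97.7%) were found and 1224 were not.

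Counts on genes summed to 21384697 to 39722554 per library. A group with at most 3 counts of a gene in every library was taken as at the floor, and folds against it are lower bounds. Depth and floors cover counting error only, since the reads carry no molecular identifiers. The comparison was tested on simulated counts with 200 changed genes, drawn for both groups from the means of the CT-26 libraries. The changes set were well above the minimum log2 fold change of 1, so recovery near that minimum was not tested. Far fewer genes were changed than were DE in the real data, so the simulation does not cover a difference that broad. For the cell lines, edgeR recovered 189 of the 200 (94.5%) and called 2 unchanged genes among 13759 tested. For tumors of 100 mm3 it recovered 185 (92.5%) and called 8 unchanged genes among 14915 tested. DESeq2 recovered 190 and 188 of the 200 and called 1 and 19 unchanged genes.

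The genes named in the text are those that the paper names and, from each end, the 3 genes with the largest change in the cell lines among genes that were DE in the same direction in all 4 comparisons, with groups that did not overlap and a mean count of at least 100. Members of the tested families and markers of the scored lists are named where a count refers to them. Results of some genes that the paper names are not reported here. This rule, the comparisons and most alternatives were fixed before the data were examined, and several tests of explanations were chosen after results were seen. The alternatives were DESeq2, 2 other normalizations (RLE, and library size only), no filter and a filter of at least 10 counts in every library, all 30 libraries in one fit, limma on log2(FPKM + 1) and log2(FPKM + 0.1), an adjusted p of 0.05, no minimum fold change, tumor size as a covariate, and leaving out each replicate in turn. The correlations were also computed with another pseudocount, a minimum mean FPKM of 1, Spearman's method and log2 CPM, and the scores on FPKM and with each gene left out.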

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

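The tests of dilution by host RNA, of co-variation of muscle markers and of skin tissue were chosen only after the results they concern had been seen, and the tests on regrouped libraries and on genes following muscle were not.

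The difference between the models changed between culture and tumors of 100 mm3 in 8421 of 16501 genes tested (interaction term of edgeR's quasi-likelihood test, adjusted p of at most 0.1), and 8399 genes had an unadjusted p under 0.05. Of the 33 genes named by the paper and tested here, 18 changed when p-values were adjusted over all genes and 18 when they were adjusted over the list alone, and in 13 the change was at least 1 on the log2 scale. From culture to tumors, the log2 fold change moved for Sema3f by -7.72 (standard error 0.62, adjusted p = 3.8e-07), Bmp4 by -5.22 (0.76, 7.9e-05), Prkd3 by -4.49 (0.20, 3.0e-09) and Wnt5a by -3.64 (0.38, 4.7e-06). Smaller changes were found for Bmp2, -1.25 (0.22, 3.3e-04), Nfatc4, -1.24 (0.35, 0.01) and Wnt10a, -1.21 (0.13, 6.0e-06). Prkd1, which is lower in Colon 26, changed by 2.28 (0.40, 3.9e-04). Cxcl10 changed by -3.59 (0.72, 0.0011), from 1.67 higher in Colon 26 cells to lower in Colon 26 tumors. In Sema3f and Bmp4 the CT-26 cultures were at or under 3 counts, so the size of their change is not fixed by the data. Ccl4, -3.26 (1.08, 0.025), Batf3, -3.53 (1.36, 0.068), Ctla4, 3.95 (1.73, 0.086), and Fcgr3, 2.38 (0.95, 0.056), rested on at most 20, 2, 3 and 5 counts in any culture and were not tested in the cell lines.

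When the labels of culture and tumor were drawn anew within each model, over the 14 libraries, 1 of 40 draws, the real one, gave as many genes. The next draw gave 8187 genes, but it kept every CT-26 label and moved 4 of the 7 Colon 26 labels, so it still carried the difference between culture and tumor of CT-26. The draw after that gave 14, and 2 of the other draws gave any gene. Every draw but the real one mixed cultures and tumors in some groups, which widens the spread, so few genes were likely from the start. RNA of host cells is a candidate explanation. If it diluted the RNA of tumor cells and nothing else changed, the difference in CPM at 100 mm3 would be 0 to 1 times that in culture. This held for 3 of the 9 genes tested in the cell lines, Bmp4 (0.35 times), Wnt5a (0.78) and Sema3f (0.50). The difference was larger in tumors for Prkd1 (1.73), Nfatc4 (4.18), Prkd3 (1.38) and Bmp2 (1.75), and of the other sign for Cxcl10 (-28.69). Wnt10a (-0.08) did not differ between the tumors, so its ratio cannot be told apart from 0, which lies at the edge of that range. Dilution alone therefore does not account for the other 5 genes. A library batch of the cultures, which is the same split as the model there, was not separable from these changes, so they are not called biological.

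In 16 of 288 groups of 4 tumors, 1 tumor stood apart from the other 3 by Dixon's criterion, against 14 by chance. The genes, in CPM, were Wnt5b in CT-26 tumor b of 800 mm3 (0.0588, others 0.265 to 0.303), Bmp4 in CT-26 tumor a of 400 mm3 (0.552, others 0.269 to 0.307), Prkd1 in Colon 26 tumor a of 800 mm3 (1.31, others 0.794 to 0.848) and Cxcr3 in CT-26 tumor d of 800 mm3 (0.592, others 0.984 to 1.04). Colon 26 tumor a of 400 mm3 stood apart in Itga3 (220, others 161 to 171) and Sema3f (17.9, others 27.7 to 29.3), and CT-26 tumor b of 100 mm3 in Xcr1 (7.29, others 0.802 to 1.72) and Fcgr1 (148, others 64.5 to 75.8). CT-26 tumor c of 400 mm3 stood apart in Ctla4 (14.7, others 2.18 to 4.26), the regulatory T cell score (1.65, others 0.70 to 0.83) and the NK cell score (-0.83, others 0.36 to 0.54). Colon 26 tumor a of 800 mm3 stood apart in the T cell score (0.65, others 1.56 to 1.62) and the dendritic cell score (-0.01, others 0.87 to 1.01). The remaining scores were the CD4 T cell score in Colon 26 tumor a of 100 mm3 (0.70, others 1.56 to 1.68), the fibroblast score in Colon 26 tumor c of 400 mm3 (8.61, others 8.76 to 8.79) and the β-catenin target score in Colon 26 tumor b of 800 mm3 (1.52, others at most 1.13). The number is what chance gives, and no biological explanation was tested.

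Genes of skeletal muscle, which the paper does not discuss, were far higher in some tumors than in any culture. Mylpf and Atp2a1 had up to 53 and 21 counts in culture, and the other markers at most 5. The score, the mean log2(CPM + 1) of 9 markers, was 0.11 to 0.31 in cultures, a range that several tumors also fell in, and up to 7.83 in Colon 26 tumor a of 400 mm3, where Acta1 reached 884 CPM and Myh4 767 CPM. It ran from 0.20 to 5.80, 0.20 to 4.93 and 1.02 to 4.77 in CT-26 tumors of 100, 400 and 800 mm3. In Colon 26 tumors of these sizes it ran from 3.44 to 6.64, 0.25 to 7.83 and 0.22 to 0.27. A candidate source is muscle tissue next to the tumor, in which case the markers would rise together. Over the 24 tumors, the mean of their pairwise correlations was 0.90 by Spearman's rho and 0.96 by Pearson's r (permutation tests, p = 1e-05 each, the smallest that 100000 resamples can give). Without the 2 tumors farthest from the median score, rho was 0.88 and r 0.96. At 800 mm3 the scores of the 2 models did not overlap, and Acta1 had a log2 fold change of -7.21 (adjusted p = 4.0e-04 from edgeR's quasi-likelihood test). Of the 1042 tumor-specific DE genes at that size other than the markers, 20 (1.9%) followed the score over the 24 tumors with a rho of at least 0.8. Most tumor-specific DE genes at 800 mm3 therefore did not follow muscle. Whether the amount of muscle depends on dissection or on how the models grow cannot be told apart here.

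Genes of keratinocytes, also outside those discussed by the paper, were highest in CT-26 tumor d of 800 mm3. Krt14 was at 50.4 CPM there and at most 2.52 in any other tumor, Krt5 at 18.9 and at most 1.16, Krt1 at 5.48 and at most 0.0646, and Lor at 0.810 and at most 0.0413. All 4 markers were highest in this tumor, and a candidate source is skin tissue next to the tumor. Krt10 was left out of that count because the cultures express it, at up to 4.98 CPM. No biological explanation was tested.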

How the results depend on the processing

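No test of an explanation belongs to this part, and 2 alternatives in it were chosen after seeing the data, namely leaving out each replicate for the gene families, and DESeq2 without Colon 26 tumor a of 100 mm3 for Cxcl10 and Cxcl11. Counts of DE genes stayed within 1.5 times under DESeq2, under both other normalizations, with all 30 libraries in one fit and with limma on log2(FPKM + 0.1), and at an adjusted p of 0.05. For those counts outside it, the cause was not tested.

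Without the filter on low counts, 3469 genes were DE at 800 mm3, with 5116 in the union, 2151 shared and 2965 tumor-specific. With at least 10 counts in every library, 1996 genes were DE in the cell lines, 1356 at 100 mm3 and 1433 at 400 mm3, with 732 shared DE genes. The shared DE genes with the same direction numbered 679. That filter left no value for genes with fewer counts. With limma on log2(FPKM + 1), 1520 genes were DE in the cell lines and 846, 928 and 911 in tumors of the 3 sizes, with 1237 in the union, 586 shared (569 with the same direction), 934 cell line-specific and 651 tumor-specific. Without the minimum fold change, 11842 genes were called in the cell lines and 8710, 7963 and 9213 in tumors, with 11801 in the union, 9134 shared (6788 with the same direction) and 2667 tumor-specific. In one fit of the 24 tumors with size as a covariate, the union held 2408 genes, of which 2144 were in the union of the 3 comparisons. With all 30 libraries in one fit, the model by size interaction held 243 genes against 38.

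When each replicate was left out in turn, the number of DE genes ran from 3383 to 3595 in the cell lines, from 2045 to 2269 at 100 mm3, from 2152 to 2466 at 400 mm3 and from 2254 to 2479 at 800 mm3. The union held 3134 to 3383 genes, with 1408 to 1492 shared, 1301 to 1381 of the same direction, 1791 to 2113 cell line-specific and 1653 to 1910 tumor-specific. Mean correlations of cultures with tumors ran from 0.956 to 0.958 in CT-26 and from 0.961 to 0.963 in Colon 26, and stayed at 0.982 between tumors of the models. Fisher's exact p ran from 6.4e-07 to 1.4e-05 for the axon guidance families, from 0.0022 to 0.04 for shared and 0.0037 to 0.02 for tumor-specific collagens, and from 0.017 to 0.054 for the Wnt/β-catenin components. Of the 36 immune scores, 0 to 11 had an adjusted p of at most 0.1, and 11 did only without CT-26 tumor c of 400 mm3. The β-catenin target score differed by 1.26 to 1.41 in the cell lines, and by 0.23 to 0.28, 0.21 to 0.47 and 0.31 to 0.44 in tumors of the 3 sizes.

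The correlations moved by more than their spread with other scales. For CT-26, Colon 26 and tumors of the 2 models they were 0.861, 0.874 and 0.933 with a minimum mean FPKM of 1, 0.878, 0.882 and 0.920 by Spearman's method, and 0.870, 0.875 and 0.944 on log2 CPM. With a pseudocount of 0.1 the Colon 26 mean was 0.956. The Wnt/β-catenin components passed 0.05 with edgeR and not with DESeq2 (Fisher's exact p = 0.12). The β-catenin target score depended on single genes. Its difference was -0.09 at 100 mm3 without Apcdd1 (exact permutation p = 0.34) and 0.04 at 800 mm3 without Axin2 (exact permutation p = 0.83). At 400 mm3 it was 0.00 without Axin2 and 0.30 on FPKM. Without Lef1 it was 0.69, 0.78 and 0.92 at 100, 400 and 800 mm3 (exact permutation p = 0.029 each).

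Most of the signs that reversed belonged to small differences. Scaled by library size only, Wnt10a at 100 mm3 was at 0.01, Batf3 at 800 mm3 at 0.02 and Ctnnb1 at 800 mm3 at 0.03. With limma at either pseudocount Wnt10a was at 0.01 and Ctnnb1 at 0.03, and Pms2 at 400 mm3 was at 0.00 and 0.01. The dendritic cell score on FPKM was higher in Colon 26 by 0.03 at 100 mm3 and 0.09 at 800 mm3. Its gene Zbtb46 was DE and higher in Colon 26 in culture (log2 fold change 1.93) and at 100 mm3 (1.10). The score therefore does not measure dendritic cells alone. Of its other genes at 100 mm3, Xcr1 (-1.58), Clec9a (-0.65) and Batf3 (-0.33) were lower and Flt3 (0.19) higher, none of them DE. With one gene left out, the dendritic cell score at 100 mm3 was higher by 0.11 and the regulatory T cell score by 0.41. For single genes, 183 log2 fold changes were recomputed under these settings, and 54 of the values lost their call, 6 gained one and 9 changed sign. Of 1389 values with 1 replicate left out, 19 lost the call, 5 gained one and 29 changed sign. Across the fits that each left out 1 replicate, Wnt10a ran from -0.11 to 0.03 at 100 mm3 and from -0.04 to 0.16 at 400 mm3, Cd80 from -0.10 to 0.29 and Cd86 from -0.09 to 0.49 at 400 mm3. Fcgr1 ran from -0.28 to 0.22 at 100 mm3 and from -0.07 to 0.38 at 400 mm3, and Fcgr4 from -0.75 to 0.26 at 100 mm3 and from -0.10 to 0.28 at 800 mm3. At 100 mm3 Ctla4 ran from -0.47 to 0.07, Pms2 from -0.02 to 0.06 and Ascl2 from -0.00 to 0.65. Batf3 at 800 mm3 ran from -0.39 to 0.25, Rnf43 in the cell lines from -0.39 to 0.37, and Tcf7 from -0.20 to 0.02 at 100 mm3 and from -0.78 to 0.09 at 400 mm3. Muscle genes at 400 mm3, which were not DE, ran further, Acta1 from -3.91 to 9.52, Tnnt3 from -4.59 to 9.67 and Mylpf from -2.81 to 6.71.

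No paired analysis was possible because the labels carry no replicate numbers and the letters of the replicates are only names. The depth of the libraries limits low genes. Wnt5b was called on at most 9 counts in CT-26 tumors of 100 mm3, and folds against groups at or under 3 counts are lower bounds only.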

Differences from the paper's values

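The paper gives 2659 tumor-specific DE genes, against 1716 here. Among the alternatives set before the data were examined, DESeq2 (2383), no filter on low counts (2965), all 30 libraries in one fit (2071) and no minimum fold change (2667) came within 1.5 times of the paper's value. Median-of-ratios factors (1714), library size only (1730), at least 10 counts in every library (1370), limma on log2(FPKM + 1) (651) and on log2(FPKM + 0.1) (1772), an adjusted p of 0.05 (1608) and size as a covariate (1200) did not. The paper's 4701 genes in the union, 4183 in the cell lines, 2141 cell line-specific and 2042 shared genes compare with 3145, 3283, 1854 and 1429 here, within 1.5 times in each case.

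For Cxcl10 at 100 mm3 the paper's adjusted p has a -log10 of about 4.5 in Fig. S8, read by eye, against 2.26 here. None of the alternatives set before the data were examined closed the gap, with 3.49 for DESeq2, 2.26 for median-of-ratios factors, 2.23 for library size only, 2.53 without a filter, 2.29 with at least 10 counts, 3.63 for all 30 libraries in one fit, and 1.82 and 1.86 for limma at pseudocounts of 1 and 0.1. DESeq2 without Colon 26 tumor a, chosen after seeing the values, gave 3.31. For Cxcl11 the paper's adjusted p is about 0.014 in Fig. S8, read by eye, against 0.068 here. Of the alternatives set before the data were examined, all 30 libraries in one fit (0.017) closed the gap. DESeq2 (0.078), median-of-ratios factors (0.068), library size only (0.073), no filter (0.065), at least 10 counts (0.065) and limma (0.11 and 0.1) did not, and neither did DESeq2 without Colon 26 tumor a (0.15), chosen after seeing the values.

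The lowest correlation of a CT-26 culture with a tumor of either model is about 0.83 in the paper's Fig. S5, read by eye, against 0.936 here. Of the alternatives set before the data were examined, none came within the spread of the library means, with 0.859 for Spearman's method, 0.805 for log2 CPM, 0.791 for a minimum mean FPKM of 1 and 0.932 for a pseudocount of 0.1. Over CT-26 tumors alone, the lowest correlations were 0.945 in the main setting, 0.843 on log2 CPM and 0.819 with a minimum mean FPKM of 1, the last 2 within that spread of the paper's value.

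The paper states that Xcr1 was lower in Colon 26 tumors of 100 mm3. Its log2 fold change here was -1.58, and it was not called by edgeR's quasi-likelihood test (adjusted p = 0.13). DESeq2 (adjusted p = 0.075) and all 30 libraries in one fit (adjusted p = 0.052) called it, and so did the fits without CT-26 tumor a (adjusted p = 0.085) and without Colon 26 tumor b (adjusted p = 0.076). The adjusted p ran up to 0.38 with limma and to 0.57 without CT-26 tumor b. The paper lists Wnt10a in the pathway found among the shared DE genes. Here Wnt10a was DE in the cell lines only, with log2 fold changes of -0.04, 0.08 and 0.06 in tumors of the 3 sizes, and no setting that was run called it in tumors.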

Other observations

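The tests on regrouped libraries for the union and the shared genes, both tests of the interferon response, the test of dilution and that of β-catenin transcription were chosen only after the results were seen, and the other regroupings, the thinning of counts and the test of GC content were not.

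The libraries were divided anew into groups of the same sizes. In the cell lines 1 of 10 splits, the real one, gave as many DE genes, and the other splits gave 0. Since 3 cultures against 3 make 10 splits, this share cannot fall under 0.1. At 100, 400 and 800 mm3, 1 of 35 splits each gave as many, the real one, and the other splits gave 0. Every split but the real one mixed both models within a group, which adds their difference to the spread. A count of 0 in those splits was therefore likely from the start. For the union of the 3 sizes 1 of 100 draws gave as many genes. The largest other draw gave 2839, and draws could keep the real split at some sizes. For the shared DE genes 1 of 100 draws gave as many, and the others gave 0. A draw could give shared genes only if it kept the real split of the cell lines and of some tumor size, so this is a weak test. In the real splits, 11511, 8543, 7892 and 8996 genes had an unadjusted p under 0.05.

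The Colon 26 cultures had more counts than the CT-26 cultures, which could add DE genes in the cell lines. After thinning to the smallest library total, 2975 of 13637 genes tested were DE, and 2872 of them were DE at full depth. GC content could also differ in its effect between libraries. After the trend of log counts on GC content was removed in 20 bins, 3234 of 14326 genes were DE, 3075 of them also without it. A GC value was found for 99.9% of the genes. Neither depth nor GC content accounts for most of the DE genes. A library batch of the cultures, inferred from library numbers only, cannot be told apart from the model in the cell lines. The tumors of both models carry numbers of one series, and the shared DE genes with the same direction there numbered 1326 of 1429, so for these genes a batch of the cultures does not account for the difference seen in tumors.

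If host RNA diluted the RNA of tumor cells and nothing else changed, DE genes of the cell lines would differ at 100 mm3 by 0 to 1 times their difference in culture. This held for 63.2% of 1939 genes, with a median ratio of 0.38. The sign was opposite in 19.1%, and the difference was larger than in culture in 17.7%. Dilution may therefore contribute. These shares make no allowance for spread, and a difference near 0 in tumors can take either sign, so the share that dilution leaves unexplained is not fixed. Of the 1085 genes DE both in the cell lines and at 100 mm3, 1020 kept their direction, and dilution alone does not account for those that reversed.

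The model difference changed between tumors of 100 and 800 mm3 in 38 of 16487 genes (interaction term of edgeR's quasi-likelihood test, adjusted p of at most 0.1). In 8 of them the change was at least 1 on the log2 scale, and 1792 genes had an unadjusted p under 0.05. When the size labels of 100 and 800 mm3 were drawn anew within each model, 1 of 40 draws, the real one, gave as many, and the others gave 0. Of 33 genes named by the paper and tested here 0 changed with size when p-values were adjusted over all genes, and 0 when they were adjusted over the list. A gene called DE at one size and not at another is thus in most cases not shown to differ between sizes.

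Scores of 12 immune marker lists were compared between the models at 3 sizes. Of the 36 tests, 0 had an adjusted p of at most 0.1 (smallest 0.13), and 8 had an unadjusted exact permutation p of 0.029, the smallest that 4 tumors against 4 allow, all lower in Colon 26. At that p, 11 tests would be needed for any to pass. The score was lower in Colon 26 in 31 of 36. The interferon response differed by -2.17, -1.95 and -1.27 at 100, 400 and 800 mm3 (exact permutation p = 0.029 each, lower in 4 of 4 Colon 26 tumors), and the cytotoxic score by -2.39, -2.29 and -2.32. The leukocyte marker Ptprc differed by -0.07, -0.16 and 0.02. By flow cytometry at 100 mm3, the paper found CD45+ cells to be a larger share of live cells in CT-26. Ptprc here is RNA of whole tumors, a different measure, so it does not show that the models held equal shares of leukocytes. Fewer leukocytes could lower the interferon response in Colon 26 tumors. After log2 Ptprc was subtracted, 97.0% of the difference at 100 mm3 remained (-2.10, exact permutation p = 0.029), which restates that Ptprc hardly differed and says nothing of single cell types such as NK cells, whose score differed by -1.79. A lower response of the Colon 26 cells themselves could also do so. All 3 Colon 26 cultures were below the CT-26 cultures, with a difference of -0.23 (exact permutation p = 0.10, the smallest that 3 against 3 allow), so this test alone cannot tell. The difference in culture was far smaller, and single genes go against the explanation. Ifit1 was DE and higher in Colon 26 cells (log2 fold change 1.38, adjusted p = 7.5e-10) and lower in Colon 26 tumors of 100 mm3 (-2.65, adjusted p = 1.1e-04).

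Higher β-catenin transcription in Colon 26 was a hypothesis drawn from its Wnt ligands. The mean of β-catenin feedback targets was higher in Colon 26 by 1.35 in the cell lines (exact permutation p = 0.10), and by 0.26, 0.37 and 0.41 at 100, 400 and 800 mm3 (exact permutation p = 0.029, 0.057 and 0.029). In 3 of the 4 comparisons p was the smallest the design allows, so the score did not separate the models in every comparison. With 1 gene left out, the difference ran from 0.71 (without Axin2) to 1.90 (without Lef1) in the cell lines (exact permutation p = 0.10 each). In tumors it ran from -0.09 (without Apcdd1) to 0.69 at 100 mm3, and from 0.00 and 0.04 (without Axin2) to 0.78 and 0.92 at 400 and 800 mm3, with the upper ends without Lef1 (exact permutation p = 0.029 each). The RNA of β-catenin itself, Ctnnb1, whose exons overlap Ulk4 on the other strand, differed by 0.14, 0.04, 0.07 and -0.04. Axin2 and Apcdd1 were DE and higher in Colon 26 in all 4 comparisons, and Lef1, a target in the list, was DE and lower in all 4. In tumors the size of the score thus depends on which of these genes it holds.

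Cd274, which encodes PD-L1, had log2 fold changes of -1.42 in the cell lines (adjusted p = 1.4e-11 from edgeR's quasi-likelihood test) and of -1.56, -1.79 and -0.42 in tumors of 100, 400 and 800 mm3 (adjusted p = 0.078, 0.006 and 0.061). At 100 mm3 it was DE in 4 of 8 fits that left out 1 tumor. The paper measured the protein by immunohistochemistry and reports no difference at that size. Ctla4 differed by -0.19, -2.25 and -1.52 in tumors (adjusted p = 0.73, 0.027 and 0.0025), and Cd28 by -1.54, -1.59 and -0.66 (adjusted p = 0.081, 0.0096 and 0.24). Ccl4 differed by -0.66, -1.09 and 0.32 (adjusted p = 0.27, 0.038 and 0.57), and Batf3 by -0.33, -0.35 and -0.05 (adjusted p = 0.41, 0.48 and 0.93). Cxcl10 differed by -0.69 and -0.52, and Cxcl11 by -0.48 and -0.51, at 400 and 800 mm3, where neither was DE. Xcr1 was DE at both of these sizes, by -2.00 (adjusted p = 0.042, exact permutation p = 0.11) and -1.15 (adjusted p = 0.031, exact permutation p = 0.086), with overlapping tumors.

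The endothelial score differed by -0.48 in tumors of 800 mm3 (lower in Colon 26, exact permutation p = 0.029). Xist was at 51.1 to 242 CPM in tumors (median 149) and at most 1.35 CPM in cultures, and 4 genes of the Y chromosome had 0 counts in every library.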
